# Microglia replacement by ER-Hoxb8 conditionally immortalized macrophages provides insight into Aicardi–Goutières syndrome neuropathology

**DOI:** 10.7554/eLife.102900

**Published:** 2026-01-27

**Authors:** Kelsey M Nemec, Genevieve Uy, V Sai Chaluvadi, Freddy S Purnell, Bilal Elfayoumi, Leila Byerly, Micaela L O'Reilly, Carleigh A O'Brien, William H Aisenberg, Sonia I Lombroso, Xinfeng Guo, Niklas Blank, Chet Huan Oon, Fazeela Yaqoob, Brian Temsamrit, Priyanka Rawat, Christoph A Thaiss, Will Bailis, Adam P Williamson, Qingde Wang, Mariko L Bennett, F Chris Bennett

**Keywords:** microglia, microglia replacement, leukodystrophies, Mouse

## Abstract

Microglia, the brain’s resident macrophages, can be reconstituted by surrogate cells – a process termed ‘microglia replacement’. To expand the microglia replacement toolkit, we here introduce estrogen-regulated (ER) homeobox B8 (Hoxb8) conditionally immortalized macrophages, a cell model for generation of immune cells from murine bone marrow, as a versatile model for microglia replacement. We find that ER-Hoxb8 macrophages are highly comparable to primary bone marrow-derived macrophages in vitro, and, when transplanted into a microglia-free brain, engraft the parenchyma and differentiate into microglia-like cells. Furthermore, ER-Hoxb8 progenitors are readily transducible by virus and easily stored as stable, genetically manipulated cell lines. As a demonstration of this system’s power for studying the effects of disease mutations on microglia in vivo, we created stable, Adar1-mutated ER-Hoxb8 lines using CRISPR-Cas9 to study the intrinsic contribution of macrophages to Aicardi–Goutières syndrome (AGS), an inherited interferonopathy that primarily affects the brain and immune system. We find that Adar1 knockout elicited interferon secretion and impaired macrophage production in vitro, while preventing brain macrophage engraftment in vivo – phenotypes that can be rescued with concurrent mutation of Ifih1 (MDA5) in vitro, but not in vivo. Lastly, we extended these findings by generating ER-Hoxb8 progenitors from mice harboring a patient-specific Adar1 mutation (D1113H). We demonstrated the ability of microglia-specific D1113H mutation to drive interferon production in vivo, suggesting microglia drive AGS neuropathology. In sum, we introduce the ER-Hoxb8 approach to model microglia replacement and use it to clarify macrophage contributions to AGS.

## Introduction

Microglia, the parenchymal tissue-resident macrophages of the brain and spinal cord, play critical roles in development, homeostasis, injury, and disease (Salter and Stevens, 2017; Li and Barres, 2018). When depleted of endogenous microglia, the brain parenchyma can be reconstituted by surrogate macrophages – a process termed ‘microglia replacement’. Microglia replacement has the potential for precise and personalized delivery of therapeutic payloads or correction of dysfunction. Primary microglia are challenging to manipulate – they rapidly lose transcriptional identity ex vivo, resist viral manipulation, are minimally proliferative, and are highly sensitive to serum (Balcaitis et al., 2005; Jiang et al., 2012; Masuda et al., 2013; Su et al., 2016; Bohlen et al., 2017). These challenges limit the study of microglia replacement, underscoring the need for new, transplantable cell models. Common microglia surrogate cells include myeloid cells from the blood or bone marrow and induced pluripotent stem cell (iPSC)-derived microglia (iMG; Muffat et al., 2016; Pandya et al., 2017; Haenseler et al., 2017; Douvaras et al., 2017; Abud et al., 2017; Takata et al., 2020). Although capable of reconstituting the microglial niche (Priller et al., 2001; Bohlen et al., 2017; Bennett et al., 2018; Hasselmann et al., 2019), primary cells and iPSCs each have limitations that motivated us to consider new microglia replacement tools.

To create an alternative microglia surrogate, we turned to the estrogen-regulated (ER) homeobox B8 (Hoxb8) system, a method for generating and gene-editing unlimited quantities of macrophages from primary murine bone marrow (Wang et al., 2006). When overexpressed, Hoxb8 promotes the expansion of hematopoietic progenitor cells while preventing their differentiation. When transduced with ER-Hoxb8 virus, myeloid progenitor cells from murine bone marrow become immortalized and indefinitely expandable when in the presence of exogenous estrogen, but differentiate upon estrogen removal. The ER-Hoxb8 approach has been used to generate so-called ‘conditionally immortalized’ progenitors with lymphoid and myeloid potential (Wang et al., 2006; Rosas et al., 2011; Redecke et al., 2013; Gurzeler et al., 2013; Zach et al., 2015; Fites et al., 2018; Ma et al., 2020; Lail et al., 2022), including macrophages.

We recently showed that ER-Hoxb8 cells can reconstitute the microglial niche (Chadarevian et al., 2023), supporting their potential as a new cell model for microglia replacement. Here, we aimed to deeply characterize the identity, function, and application of ER-Hoxb8s as microglia surrogates to test hypotheses about microglia-specific gene functions in health and disease.

## Results

### Comparison of ER-Hoxb8 to bone marrow-derived macrophages in vitro

To directly compare primary bone marrow-derived (BMD) and ER-Hoxb8 cells, we created three biologically independent lines of conditionally immortalized macrophage progenitors as described previously (Wang et al., 2006). ER-Hoxb8 progenitor cells were plated, differentiated for 7 days in CSF1, and compared to BMD macrophages (Stanley and Heard, 1977; Murray et al., 2014; Figure 1A). We found that ER-Hoxb8 macrophages were highly similar to BMD macrophages morphologically (Figure 1B) and by CD11B/CD45 expression (Figure 1C, Figure 1—figure supplement 1A/B). To validate ER-Hoxb8 macrophage function, we tested their phagocytic capacity. In agreement with prior literature (Elhag et al., 2021), ER-Hoxb8 macrophages more efficiently engulfed beads coated with 10% phosphatidlyserine (PS) to mimic apoptotic cells, compared to beads coated with phosphatidylcholine (PC) alone (Figure 1—figure supplement 1C/D).

**Figure 1.**
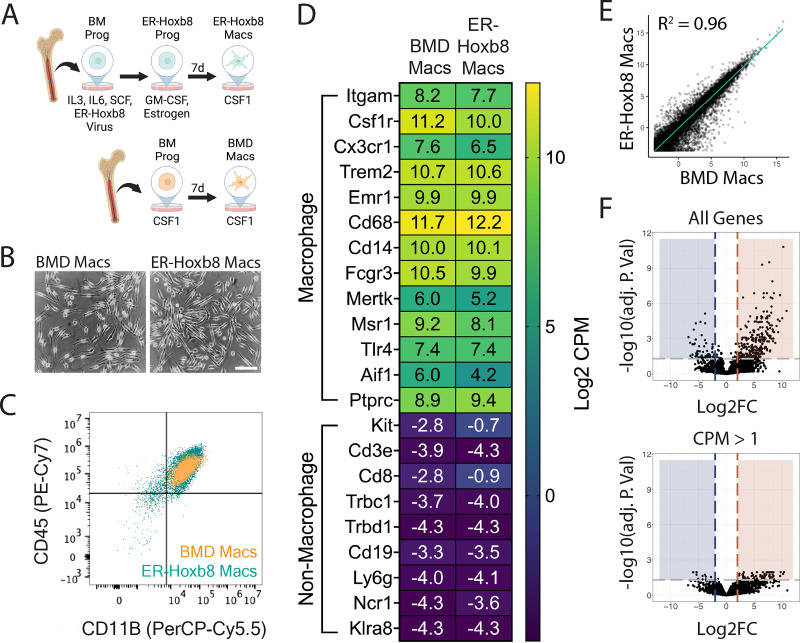
Comparison of ER-Hoxb8 to bone marrow-derived (BMD) macrophages in vitro. (**A**) Schematic for creation of BMD and ER-Hoxb8 cells. (**B**) Brightfield images of BMD and ER-Hoxb8 macrophages plated in the presence of 30 ng/mL mouse CSF1 and differentiated for 7 days (scale bar = 100 um). (**C**) Dot plot representing CD45/CD11B levels (pre-gated on live, singlet, leukocyte) by flow cytometry. (**D**) Heatmap showing Log2 CPM of canonical macrophage (top) and non-macrophage (bottom) immune cell genes. (**E**) Whole-transcriptome comparison between BMD and ER-Hoxb8 macrophages, depicting best fit line and coefficient of determination (one dot = one gene). (**F**) Volcano plots comparing all genes or those with CPM >1 (Log2FC ≥ 2, FDR <0.05); blue = upregulated in ER-Hoxb8 macrophages, red = upregulated in BMD macrophages. Panel (**A**) created with https://Biorender.com/w42j197. Figure 1—source data 1.Raw numerical values for Figure 1 plots.

**Figure 1—figure supplement 1.**
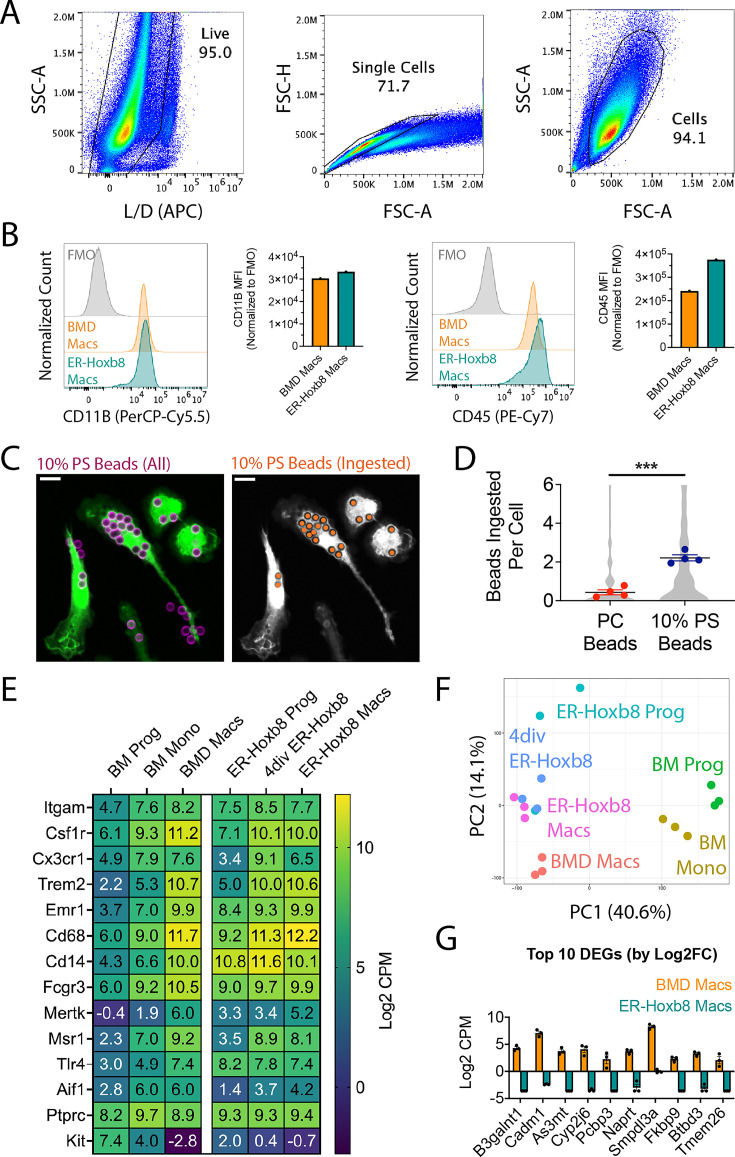
Extended validation and comparison of ER-Hoxb8 to bone marrow-derived (BMD) macrophages in vitro, relating to Figure 1. (**A**) Gating strategy for Figure 1C. (**B**) Flow cytometry histograms and median fluorescence intensity (MFI) of CD11B (left) and CD45 (right), relating to Figure 1C. (**C**) Merged image of ER-Hoxb8 macrophages (green) and synthetic apoptotic cell corpse mimics (10% PS beads, purple) imaged after fixation and staining (orange denotes beads counted as ingested). (**D**) Quantification of phagocytosis of synthetic apoptotic cell corpse mimics (10% PS beads) as compared to synthetic live cell mimic controls (PC beads); p-value calculated via nested *t*-test for n=4 replicates per group, with overall distribution (81–100 cells per replicate) shown in gray; ***p<0.001. (**E**) Heatmap showing Log2 CPM gene expression levels of macrophage genes across groups; progenitor and macrophage groups are as represented in Figure 1A, BM Mono = monocytes isolated from BM, 4div ER-Hoxb8=ER-Hoxb8s collected after 4 days of in vitro differentiation. (**F**) PCA plot combining bulk RNA sequencing data amongst all groups. (**G**) Log2 CPM values of top 10 differentially expressed genes by Log2FC (CPM >1, Log2FC ≥ 2, FDR <0.05). Figure 1—figure supplement 1—source data 1.Raw numerical values for Figure 1—figure supplement 1 plots.

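Messenger RNA was sequenced from BM progenitors, BM monocytes, BMD macrophages after 7 days of differentiation, and ER-Hoxb8 cells at days 0, 4 and 7, with 3 replicates of each. ER-Hoxb8 cells are progenitors that are held immature by a Hoxb8 fusion protein while estrogen is present and differentiate once it is withdrawn. The authors trimmed the reads with fastp, assigned them to the mouse transcriptome with Kallisto, summed them to genes with tximport and deposited TMM-normalized log2 CPM, the count of each gene scaled to the size of its library. Depth, in M (mega) counts, was estimated from the smallest step between the values of a library. It ran from 34.0 to 39.2 M (median 35.2) in BM progenitors, 41.6 to 42.8 M (median 42.5) in BM monocytes and 24.3 to 43.3 M (median 24.9) in BMD macrophages. For ER-Hoxb8 cells it ran from 39.2 to 48.6 M (median 40.5) at day 0, 35.8 to 44.6 M (median 39.5) at day 4 and 39.1 to 40.0 M (median 39.5) at day 7. The 6 libraries of day-7 macrophages were normalized by the authors in one set with the cells isolated from brain, and the other 12 libraries in a separate set. Levels of all 6 groups are therefore given on a common scale, for which CPM was rebuilt from the deposited values and scaled between libraries by a trimmed mean of log ratios. The day-7 macrophages were compared with each other on the deposited values. ER-Hoxb8 and BMD macrophages were compared gene by gene with limma, a linear model that shares variance information between genes, over the 10764 genes with CPM above 1 in at least 3 of the 6 libraries. Differentially expressed genes (DEGs) had a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change (log2FC) of at least 2 in either direction. Exact permutation tests were two-sided, and with 3 libraries against 3 the smallest p they can give is 0.1.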

To expand upon previous studies (Redecke et al., 2013; Roberts et al., 2019; Accarias et al., 2020), we performed RNA sequencing of both cell types before and after 7 days of differentiation. We generated high-quality transcriptomes (Phred Score >35, n=3 biological replicates) for BM progenitors, BM monocytes, 7-day differentiated BMD macrophages, ER-Hoxb8 progenitors, 4-day differentiated ER-Hoxb8 cells, and 7-day differentiated ER-Hoxb8 macrophages (top 100 expressed genes in Supplementary file 1A). In agreement with previous literature (Wang et al., 2006), ER-Hoxb8 progenitors express canonical macrophage genes (Figure 1—figure supplement 1E) and, interestingly, ER-Hoxb8 cells at all time points were more similar to BMD macrophages than to BM progenitors or monocytes (Figure 1—figure supplement 1F).

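The mean log2 CPM of 13 macrophage genes, among them Csf1r, Emr1 (F4/80), Cd68 and Trem2, was 6.64 ± 2.09 (SD, n = 3) in ER-Hoxb8 progenitors, with libraries from 4.63 to 8.81. It was 4.17 ± 0.40 in BM progenitors, 7.02 ± 0.17 in BM monocytes and 9.02 ± 0.67 in BMD macrophages (n = 3 each). ER-Hoxb8 cells reached 8.66 ± 0.31 at day 4 and 8.56 ± 0.83 at day 7. Emr1 stood at 8.36 ± 1.17 in ER-Hoxb8 progenitors against 3.74 ± 0.24 in BM progenitors, a gap larger than the spread of either group. Csf1r was 7.11 ± 3.67 against 6.09 ± 0.16, a gap within the spread of the ER-Hoxb8 libraries, which ran from 3.17 to 10.44. The progenitor gene Kit was 7.45 ± 0.62 in BM progenitors and 2.03 ± 2.83 in ER-Hoxb8 progenitors. The Euclidean distance of the day-0 mean to the mean of BMD macrophages was 0.77 times its distance to BM progenitors (166.7 against 217.7 in log2 CPM) and 0.86 times that to BM monocytes (193.8). At day 4 the ratios were 0.56 and 0.68, and at day 7 they were 0.50 and 0.59 (exact permutation p = 0.1 for each comparison, the smallest p possible). Pairwise distances between single libraries at day 0 averaged 206.5 to BMD macrophages, 245.0 to BM progenitors and 226.4 to BM monocytes. Of the 3 day-0 libraries, replicate 3 was nearer to BM progenitors (226.4) than to BMD macrophages (232.3). Without that library the day-0 ratios were 0.656 and 0.773, and without replicate 2 they were 0.893 and 0.938. The alternative that moved these ratios most was a distance of 1 minus the Spearman correlation, with 0.228 at day 7 against BM progenitors. Because the 2 sets of libraries were normalized separately by the authors, the distances across them include any difference between the sets that the common scale does not remove.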

Transcriptionally, 7-day differentiated ER-Hoxb8 macrophages were highly similar to BMD macrophages as demonstrated by expression of macrophage-specific genes and lack of expression of common progenitor, lymphocyte, neutrophil, and natural killer cell-specific genes (Figure 1D). 

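On the deposited scale, Cd68 was 12.27 ± 0.64 log2 CPM (SD, n = 3) in ER-Hoxb8 macrophages and 11.81 ± 0.46 in BMD macrophages, and Trem2 was 10.57 ± 0.15 and 10.67 ± 0.37. Csf1r was 10.02 ± 1.31 and 11.27 ± 0.53, and Aif1 was 4.26 ± 1.32 and 6.09 ± 0.88. The 13 macrophage genes averaged a log2FC of -0.50 in ER-Hoxb8 over BMD macrophages (median -0.53), from -1.83 for Aif1 to 0.46 for Cd68. Of these genes, 3 were higher and 10 lower in ER-Hoxb8 macrophages, and 0 were DEGs either over all genes tested or adjusted over the list alone. The rotation test fry in limma, two-sided, gave p = 0.51 for the list (adjusted p = 0.64 over the 24 list comparisons made here), and the exact permutation test p = 0.5 (adjusted p = 0.53). Leaving out 1 library at a time moved the list mean between -0.85 and -0.00, the latter without ER-Hoxb8 replicate 3, and the alternative that moved it most was quantile normalization, to -0.58. The progenitor gene Kit in ER-Hoxb8 macrophages varied by library, at -0.66 ± 3.10 on the deposited scale.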

Linear regression analysis between the two cell types (Figure 1E) revealed a strong correlation (R^2^=0.96) between expression levels of all 29,625 expressed genes. 

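The group means of log2 CPM in BMD and ER-Hoxb8 macrophages gave an R2 of 0.939 over the 19009 genes above the lowest value in at least 1 of the 6 libraries. This is a relation across genes, which are not independent replicates. Between single libraries of the different cell types R2 ran from 0.825 to 0.912 (median 0.898), and between replicates of the same cell type from 0.892 to 0.961 (median 0.914). R2 moved most with the genes included: over genes with a mean CPM above 5 it was 0.761.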

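Between ER-Hoxb8 and BMD macrophages, 158 of the 10764 genes tested were DEGs. Of the genes tested, 1327 had an unadjusted p below 0.05. Cadm1, a cell adhesion molecule, stood at 7.06 ± 0.65 log2 CPM (SD, n = 3) in BMD and -2.38 ± 0.09 in ER-Hoxb8 macrophages, a log2FC of -9.43 (standard error 0.45, adjusted p = 0.000764). Apoe was 10.12 ± 2.19 in BMD and 0.80 ± 0.48 in ER-Hoxb8 macrophages (log2FC -9.32, standard error 1.00, adjusted p = 0.0108). Each of these differences had the same direction in all 3 libraries of a group against all 3 of the other. The number of DEGs moved most with the replicate number as a block in the model, to 0, and with a weight for each library, to 672. Leaving out 1 library at a time gave between 5 DEGs (without BMD replicate 1) and 101 (without ER-Hoxb8 replicate 3), so each of the 6 libraries moved the count by more than 1.5 times.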

We identified 85 genes as differentially expressed between ER-Hoxb8 and BMD macrophages (FDR <0.05, Log2 fold change ≥ 2, counts per million [CPM] >1; Figure 1F). Of these, 74 were upregulated in BMD macrophages, 11 were upregulated in ER-Hoxb8 macrophages, and no statistically significant Gene Ontology (GO) terms were found for either group (top 10 DEGs by Log2FC in Figure 1—figure supplement 1G, all DEGs in Supplementary file 1B). These data demonstrate that ER-Hoxb8 macrophages are highly similar to primary BMD macrophages in vitro.

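Among the DEGs between the macrophage types, 128 were higher in BMD and 30 in ER-Hoxb8 macrophages. Beside Cadm1 and Apoe, the largest differences toward BMD macrophages among genes whose groups did not overlap were in Ch25h, Smpdl3a and Fabp7. Ch25h was at least 1160-fold lower in ER-Hoxb8 macrophages, where it lay at or below 3 counts in every library. Smpdl3a had a log2FC of -8.24 (standard error 0.36, adjusted p = 0.000764) and Fabp7 of -8.02 (standard error 0.99, adjusted p = 0.0169). The largest differences toward ER-Hoxb8 macrophages were in Mst1, Bmpr1a, G0s2, F7 and Rhoj, with log2FC from 5.40 to 5.88. Mst1 was 4.79 ± 0.10 (SD, n = 3) in ER-Hoxb8 and -1.09 ± 0.61 in BMD macrophages (log2FC 5.88, standard error 0.46, adjusted p = 0.00387). All 85 genes of the paper's list of DEGs were DEGs here as well, and their log2FC correlated with the paper's across genes (r = 0.979). Gene Ontology terms were not analysed here.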

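By Spearman correlation over genes, the BMD macrophage library nearest to each ER-Hoxb8 macrophage library gave 0.93, 0.935 and 0.905, and the nearest library of the same ER-Hoxb8 group gave 0.98, 0.98 and 0.924. The nearest BM progenitor library gave 0.784, 0.784 and 0.735. From the shared expression of macrophage genes, the regression across genes and the small set of DEGs without enriched Gene Ontology terms, the paper concludes that macrophages made from ER-Hoxb8 progenitors closely resemble primary BMD macrophages in culture.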

### ER-Hoxb8 cells engraft the brain parenchyma after intracranial transplantation and attain a microglia-like identity

To extend the utility of the ER-Hoxb8 model, we next studied their engraftment and identity following intracranial transplantation into Csf1r^-/-^ hosts, which lack microglia and readily permit donor cell engraftment (Bennett et al., 2018; Figure 2A). Using BMD cells as a primary cell control, early postnatal transplantation at days 0–5 (P0-5) led to robust and comparable parenchymal engraftment by 16 days (Figure 2B–D). ER-Hoxb8 macrophages engrafted at equivalent densities (171.7 cells/mm^2^ ± 8.0) as endogenous, wild-type (WT) microglia (160.0 cells/mm^2^ ± 5.5), while BMD macrophages engrafted at higher densities (264.6 cells/mm^2^ ± 6.9; Figure 2E).

**Figure 2.**
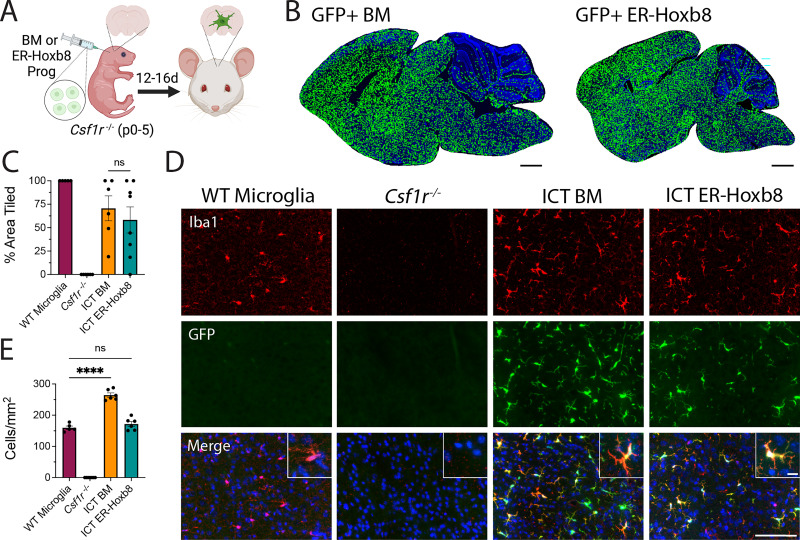
Engraftment potential of ER-Hoxb8 compared to bone marrow-derived (BMD) macrophages after intracranial transplantation in Csf1r^-/-^ hosts. (**A**) Schematic for in vivo Csf1r^-/-^ transplant experiments. (**B**) Rendered tile stitches of Csf1r^-/-^ brains after intracranial injection of GFP+ bone marrow (left) or ER-Hoxb8 (right) progenitor cells. (**C**) Percent of total brain area tiled by donor cells; n=5–7 biological replicates per group; each dot = one biological replicate (average area across three matched sagittal sections). (**D**) Immunostaining of cortical brain region 12–16 days post-intracranial injection (red = IBA1, green = endogenous GFP, blue = DAPI; scale bar = 100 um; inset scale bar = 5 um). (**E**) Cortical density calculations (cells per mm^2^) between groups; n=5–7 biological replicates per group; each dot = one biological replicate (average density across three regions of interest across three matched sagittal sections). All p-values calculated via one-way ANOVA with multiple comparisons; ns = not significant or p≥0.05, ****p<0.0001. Panel (**A**) created with https://BioRender.com/j85e198. Figure 2—source data 1.Raw numerical values for Figure 2 plots.

BMD macrophages become ‘microglia-like’ after engraftment in the Csf1r^-/-^ brain (Bennett et al., 2018). Like BMD cells, ER-Hoxb8 cells lack expression of the microglia signature protein TMEM119 in vitro (Figure 3—figure supplement 1A). After brain engraftment, we found comparably high levels of TMEM119 in BMD and ER-Hoxb8 macrophages by flow cytometry, though both had lower TMEM119 expression than endogenous microglia, consistent with prior studies (Bennett et al., 2018; Cronk et al., 2018; Shemer et al., 2018; Figure 3A). As with WT microglia and BMD macrophages, ER-Hoxb8 macrophages likewise express P2RY12 after brain engraftment (Figure 3—figure supplement 1B).

**Figure 3.**
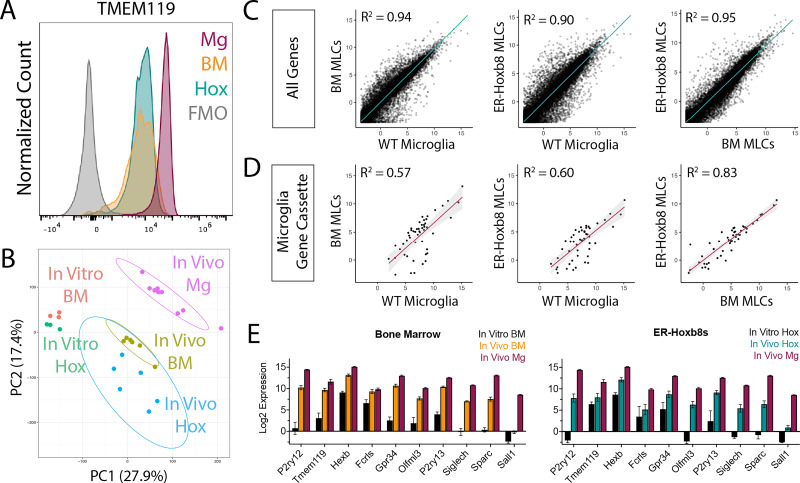
ER-Hoxb8 macrophages become microglia-like cells (MLCs) after engraftment in the Csf1r^-/-^ brain. (**A**) Histogram of TMEM119 surface staining by flow cytometry (pre-gated on live, singlet, leukocyte, CD45+/CD11B+) for brain-engrafted cells 14 days post-intracerebral transplantation; Mg = WT Microglia, BM = BMD MLCs, Hox = ER-Hoxb8 MLCs. (**B**) PCA plot comparing in vitro macrophages from Figure 1 with in vivo macrophages; Mg = WT Microglia, BM = BMD MLCs, Hox = ER-Hoxb8 MLCs. (**C**) Whole-transcriptome comparison between WT microglia, BMD, and ER-Hoxb8 macrophages in vivo, depicting best fit line and the coefficient of determination. (**D**) Comparison of microglia signature genes (Cronk et al., 2018) depicting best fit line and coefficient of determination. (**E**) In vitro and in vivo Log2 CPM gene expression of 10 canonical microglia/myeloid genes for bone marrow (left) and ER-Hoxb8s (right) as compared to unmanipulated in vivo microglia. Figure 3—source data 1.Raw numerical values for Figure 3 plots.

**Figure 3—figure supplement 1.**
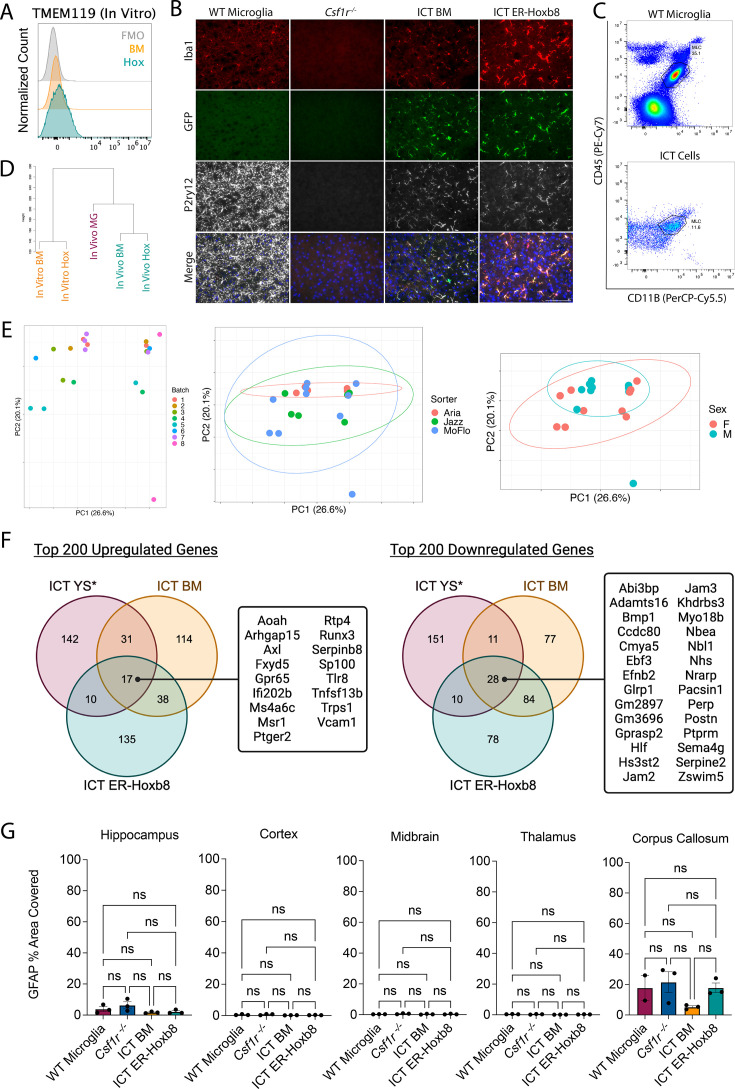
Extended comparison of ER-Hoxb8 and bone marrow-derived (BMD) macrophages after intracranial transplantation in Csf1r^-/-^ hosts, relating to Figure 3. (**A**) Histogram of TMEM119 surface staining by flow cytometry (pre-gated on live, singlet, leukocyte, CD45+/CD11b+) for seven-day differentiated in vitro BMD and ER-Hoxb8 macrophages. (**B**) Immunostaining of cortical brain region 12–16 days post-intracranial injection (red = IBA1, green = endogenous GFP, white = P2RY12; blue = DAPI; scale bar = 100 um). (**C**) Gating strategy for in vivo TMEM119 histogram shown in Figure 3A (pre-gated on live, singlet, leukocyte, GFP) of WT microglia and intracranially transplanted (ICT) cells (BM or ER-Hoxb8s). (**D**) Unsupervised hierarchical cluster dendrogram, related to Figure 3B (distance method = euclidean; cluster method = complete). (**E**) Comparison of ‘batch’ by PCA plots for harvest days (left), sorter used (middle), and host mouse sex (right). (**F**) Venn diagrams comparing the top 200 up- and downregulated genes, as compared to unmanipulated in vivo microglia; asterisk denotes data derived from previously published dataset (Bennett et al., 2018); genes were rank-ordered by absolute expression value, with only the top 1000 being considered for comparison, sorted by Log2FC >2, FDR <0.5, and ordered by Log2FC values. (**G**) Quantification of GFAP percent area covered; n=3 biological replicates per group; each dot = one biological replicate (average area across three matched sagittal sections); p-values calculated via one-way ANOVA with multiple comparisons; ns = not significant or p≥ 0.05. Panel (**F**) created with https://Biorender.com/2k8tqf3. Figure 3—figure supplement 1—source data 1.Raw numerical values for Figure 3—figure supplement 1 plots.

To more comprehensively assess microglial identity, we generated high-quality bulk RNA sequencing transcriptomes (Phred Score >35; n=6–9 biological replicates, Figure 3—figure supplement 1C) from isolated brain-engrafted BMD macrophages, ER-Hoxb8 macrophages, and endogenous microglia from age-matched WT hosts. 

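The transcriptomes of cells isolated from brain covered 6 libraries of brain-engrafted BMD cells and 6 of brain-engrafted ER-Hoxb8 cells, both called microglia-like cells (MLCs), and 9 of microglia from WT hosts. They were set against the in vitro macrophages of both types (n = 3 each), which the authors normalized in the same set of 27 libraries, so the deposited log2 CPM were used unchanged. Estimated depth ran from 17.3 to 27.2 M (median 23.2) in BMD MLCs, 8.6 to 24.9 M (median 19.6) in ER-Hoxb8 MLCs and 19.0 to 32.9 M (median 23.2) in microglia. Of the ER-Hoxb8 MLC libraries, 3 are labelled GFPHox (8.6 to 16.5 M) and 3 WTHox with the suffix Lo (22.7 to 24.9 M), and both series were used together. Depth therefore cannot be told apart from the series. The sample titles give a Cas9 mouse as the source of the in vitro ER-Hoxb8 macrophages and no such source for the MLCs. Comparisons of ER-Hoxb8 MLCs with in vitro cells may thus include a difference between lines. The paper's source data for Figure 3E hold 7 microglia libraries, and its text gives no reason for leaving out the eighth and ninth. A limma model of the 5 groups covered the 12518 genes with CPM above 1 in at least 6 libraries, with the same thresholds as in vitro. The smallest p of an exact two-sided permutation test is 0.024 for 3 libraries against 6, 0.0022 for 6 against 6 and 4e-04 for 6 against 9.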

Principal component analysis (PCA) and unsupervised hierarchical clustering revealed that brain residence induces both BMD and ER-Hoxb8 macrophages to become more similar to endogenous microglia (Figure 3B, Figure 3—figure supplement 1D). 

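The Euclidean distance in log2 CPM from each library to the mean of the 9 microglia libraries was 259.5 ± 13.6 (SD, n = 3) for BMD macrophages in vitro and 182.2 ± 16.3 (n = 6) for BMD MLCs. By distance to microglia BMD MLCs stood at 0.702 times the in vitro value (exact permutation p = 0.024). For ER-Hoxb8 cells the distance was 273.8 ± 3.5 (n = 3) in vitro and 241.4 ± 32.1 (n = 6) in MLCs. By distance to microglia ER-Hoxb8 MLCs stood at 0.882 times the in vitro value (exact permutation p = 0.095). The microglia themselves, each set against the mean of the other microglia, lay at 122.1 ± 71.3 (n = 9), with replicate 8 at 305.9 and the other libraries from 76.7 to 130.8. Within ER-Hoxb8 MLCs, the GFPHox libraries lay at 197.1, 218.8 and 226.8 and the WTHox libraries at 263.2, 281.6 and 260.8. Without ER-Hoxb8 MLC replicate 5 the ER-Hoxb8 ratio was 0.848 (exact permutation p = 0.036), and without microglia replicate 9 it was 0.863 (p = 0.048 by the same exact test). The alternative that moved both ratios most was a distance of 1 minus the Spearman correlation, with 0.504 for BMD and 0.789 for ER-Hoxb8 cells (exact permutation p = 0.024 for each).

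**Figure D1:**
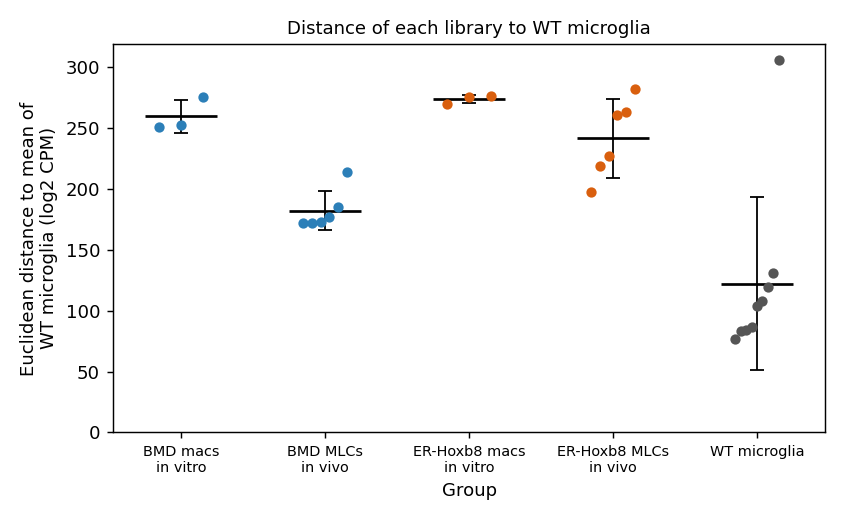
Euclidean distance (log2 CPM) of each library to the mean of the WT microglia, for BMD and ER-Hoxb8 macrophages in vitro, BMD and ER-Hoxb8 MLCs, and microglia. Each microglia library is set against the mean of the other microglia. Points are libraries and bars give the mean and SD; BMD MLCs average 182.2 against 259.5 in vitro, and ER-Hoxb8 MLCs 241.4 against 273.8.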

We saw no evidence for batch effects between harvest days, cell sorter used, or host mouse sex (Figure 3—figure supplement 1E). 

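Across 21752 genes above the lowest value in at least 1 library, the group means of BMD MLCs and ER-Hoxb8 MLCs gave an R2 of 0.931. With the mean of the microglia the R2 was 0.915 for BMD MLCs and 0.871 for ER-Hoxb8 MLCs. These are relations across genes, which are not independent replicates. Between single libraries, R2 of BMD with ER-Hoxb8 MLCs ran from 0.783 to 0.886, where libraries of the same MLC type ran from 0.785 to 0.954 (median 0.873). The single-library median was 0.859 for BMD MLCs with microglia, above that of BMD with ER-Hoxb8 MLCs, and 0.77 for ER-Hoxb8 MLCs with microglia, so the order of the group means does not hold between single libraries. Restricting to genes with a mean CPM above 5 moved the 3 values most, to 0.719 between MLC types, 0.619 for BMD MLCs with microglia and 0.458 for ER-Hoxb8 MLCs with microglia.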

BMD and ER-Hoxb8 microglia-like cells (MLCs) were transcriptionally similar, by both PCA and linear regression analysis (Figure 3B/C/D). 

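The microglial gene P2ry12 was at 0.72 ± 2.47 log2 CPM (SD, n = 3) in BMD macrophages in vitro and 10.22 ± 1.23 (n = 6) in BMD MLCs, a log2FC of 9.50 (standard error 0.98, adjusted p = 1.06e-07). In ER-Hoxb8 cells it was -2.09 ± 0.91 in vitro and 7.81 ± 2.32 in MLCs (log2FC 9.90, adjusted p = 2.28e-08), and in microglia 14.42 ± 0.23 over the 7 libraries the paper plots and 14.38 ± 0.24 over all 9, with 14.45 and 14.03 in the eighth and ninth. Olfml3 rose by 5.79 in BMD and 8.58 in ER-Hoxb8 cells, P2ry13 by 6.43 and 6.67, Siglech by 7.15 and 6.74 and Sparc by 7.19 and 7.21, each of them a DEG in both cell types. Tmem119 rose by 6.56 in BMD cells (adjusted p = 9.03e-05) and by 1.60 in ER-Hoxb8 cells (adjusted p = 0.268), where it was already at 6.39 ± 0.89 in vitro and reached 7.98 ± 2.26 in MLCs. These are transcript levels, and the paper also measured TMEM119 protein by flow cytometry. It reports the protein as lacking on ER-Hoxb8 cells in vitro and as similarly high on both MLC types. Fcrls rose by 2.72 in BMD cells (adjusted p = 0.133) and by 1.64 in ER-Hoxb8 cells (adjusted p = 0.364). With only the GFPHox libraries the ER-Hoxb8 changes of Tmem119 and Fcrls were 3.36 (adjusted p = 0.022) and 3.97 (adjusted p = 0.033), and with only the WTHox libraries they were -0.16 (adjusted p = 0.93) and -0.69 (adjusted p = 0.7). Without ER-Hoxb8 in vitro replicate 3, the change of Fcrls was -0.56 (adjusted p = 0.79) and that of Gpr34, which was 3.47 with all libraries (adjusted p = 0.00465), was 1.93 (adjusted p = 0.099). Over the 10 genes of Figure 3E, Sall1 included, the mean log2FC was 5.97 in BMD cells (median 6.5) and 5.27 in ER-Hoxb8 cells (median 5.08, or 5.57 with the 1 gene at the lowest values set to its bound). Of the 10 genes, 9 were DEGs in BMD and 8 in ER-Hoxb8 cells, and the numbers were the same when adjusted over the list alone. Since the study chose the list, the latter is not independent evidence. The list test fry gave p = 3.1e-08 (adjusted p = 1.2e-07 over 24 list comparisons) and p = 1.4e-07 (adjusted p = 4.8e-07), and the exact permutation test p = 0.024 (adjusted p = 0.11) in both cell types. The list mean moved most by library series, to 6.57 with GFPHox and 3.98 with WTHox libraries alone, and without BMD in vitro replicate 2 the BMD mean was 5.29.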

ER-Hoxb8 MLCs upregulated expression of canonical microglia signature genes akin to BMD controls (P2ry12, Tmem119, Hexb, Fcrls, Gpr34, Olfml3, P2ry13, Sparc), including genes highly downregulated in vitro (Figure 3E). 

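Sall1 was at -0.21 ± 0.79 log2 CPM (SD, n = 6) in BMD MLCs and 0.91 ± 1.15 (n = 6) in ER-Hoxb8 MLCs. In microglia it was 8.55 ± 0.16 over the 7 libraries the paper plots and 8.60 ± 0.18 over all 9, with 8.58 and 8.91 in the eighth and ninth. The log2FC against microglia was -8.80 for BMD MLCs (adjusted p = 8.57e-15) and -7.69 for ER-Hoxb8 MLCs (adjusted p = 1.2e-13), with a standard error of 0.40 and a lower value in 6 of 6 MLC libraries of each type than in any microglia library (exact permutation p = 4e-04 for both, the smallest it can give). In vitro, Sall1 was -2.41 ± 0.62 in BMD and -2.51 ± 0.10 in ER-Hoxb8 macrophages (n = 3 each).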

Like BMD macrophages, ER-Hoxb8 macrophages lack Sall1 expression in vivo compared to microglia (Figure 3E). Lastly, to more completely assess the degree that ER-Hoxb8 cells become ‘microglia-like’ after brain engraftment, we compared the top up- and downregulated genes from our datasets to those of brain-engrafted yolk sac (YS) progenitors using data from Bennett et al., 2018 (Figure 3—figure supplement 1F; Supplementary file 1C). We find overlap between groups, which likewise provides a better understanding of genes that are robustly regulated by brain engraftment. 

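Only the BMD and ER-Hoxb8 libraries were compared here, since the yolk sac data come from an earlier study and were not used. Against microglia, 1338 genes were DEGs in BMD MLCs (828 higher, 510 lower) and 2040 in ER-Hoxb8 MLCs (899 higher, 1141 lower). Lowering the fold change limit from 2 to 1 raised these counts to 2081 and 3519, and a pseudocount of 1 lowered them to 821 and 1234, the larger factor for BMD MLCs. For ER-Hoxb8 MLCs the balance of directions depended on the processing. A pseudocount of 1 gave 637 higher and 597 lower and a mean CPM above 5 gave 701 and 646, while the lower fold change limit kept it (1546 and 1973). From the 1000 called genes of highest mean expression in each comparison, the top 200 by log2FC were taken in each direction. Between the MLC types, 59 of the 200 genes higher than in microglia and 100 of the 200 lower ones were shared. Both comparisons use the same microglia, which alone produces overlap: in 50 simulations of unchanged groups set against the same microglia, 42.4 of 200 genes were shared on average and at most 55. The simulations shared at most 0 called genes, so their 200 genes were not a choice among called genes. The observed and simulated counts are therefore not of the same form. Leaving out 1 library at a time gave 54 to 64 shared higher genes and 67 to 120 shared lower genes, with 67 when microglia replicate 8 was left out. Across genes, which are not independent replicates, the log2FC of the MLC types correlated with r = 0.72, where the simulations gave 0.40 on average.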

Taken together, these data show that, similar to BMD macrophages, ER-Hoxb8 macrophages become “microglia-like” with exposure to signals in the brain microenvironment.

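The mean log2 CPM of the 10 signature genes was 2.57 ± 1.28 (SD, n = 3) in BMD and 1.71 ± 1.25 (n = 3) in ER-Hoxb8 macrophages in vitro. It was 8.54 ± 0.58 (n = 6) in BMD MLCs and 6.98 ± 1.78 (n = 6) in ER-Hoxb8 MLCs, with ER-Hoxb8 libraries from 4.07 to 9.04, and 11.86 ± 0.34 (n = 9) in microglia. Both MLC types lay between their in vitro counterparts and the microglia, and the difference between the MLC types was not tested for this list. The paper draws on TMEM119 and P2RY12 protein, the approach to microglia in clustering, the gain of signature genes and overlap with other engrafted cells. It concludes that ER-Hoxb8 macrophages take on a microglia-like state under the influence of the brain, as BMD macrophages do. The missing Sall1 it names as a limit to full microglial identity.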

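Between ER-Hoxb8 and BMD MLCs, 821 of the 12518 genes tested were DEGs, 265 higher and 556 lower in ER-Hoxb8 MLCs. Without the limit on fold change 1907 genes passed. The largest differences toward ER-Hoxb8 MLCs among genes whose groups did not overlap were in Gbp8, Cxcl9, Gbp6, Serpina3f and Cxcl10, the last of which the paper lists as interferon-stimulated. Cxcl9 stood at 9.98 ± 1.40 log2 CPM (SD, n = 6) in ER-Hoxb8 and 1.01 ± 0.90 (n = 6) in BMD MLCs (log2FC 8.97, standard error 0.71, adjusted p = 2.25e-09). Gbp8 was 7.62 ± 0.80 and -1.53 ± 1.35 (log2FC 9.15, standard error 0.74, adjusted p = 3.21e-09). Toward BMD MLCs, the largest differences were in As3mt, Hpgd, Cmah, Cd163 and Fam110b. Cd163, a gene of border-associated macrophages, was 5.68 ± 0.76 in BMD and -0.08 ± 1.69 in ER-Hoxb8 MLCs (log2FC -5.76, standard error 1.03, adjusted p = 0.000345). The number of DEGs was 1540 with the fold change limit lowered to 1, 435 with a pseudocount of 1 and 497 in a fit of the MLC groups alone. The balance of directions depended on the processing: quantile normalization gave 439 higher and 386 lower in ER-Hoxb8 MLCs, and a pseudocount of 1 gave 215 and 220. Of the 650 genes in the paper's list, 648 were tested here and 539 were DEGs, all 648 with the paper's direction.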

Despite their similarities, BMD MLCs and ER-Hoxb8 MLCs have 650 differentially expressed genes (FDR <0.05, Log2FC ≥ 2, and CPM >1 in at least six of the samples (the ‘n’ of each group); Supplementary file 1D). We performed statistical overrepresentation tests to identify relevant GO terms (Supplementary file 1E). Of particular interest were terms relating to biological processes as they concerned immune activity and reactivity. We discovered that the 34 overrepresented genes for these GO terms (Supplementary file 1F), were unique to ER-Hoxb8 MLCs, suggesting that the brain environment differentially affects engrafted BMD and ER-Hoxb8 cells, and that ER-Hoxb8 MLCs may be more primed to activation.

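The 34 genes had a mean log2FC of 3.98 in ER-Hoxb8 over BMD MLCs (median 3.78), from 2.28 to 8.36. All 34 were DEGs over all genes tested and adjusted over the list alone, but the study chose the list on these samples, so neither count is independent evidence. For the list, fry gave p = 5.5e-16 (adjusted p = 1.3e-14) and the exact permutation test p = 0.0022 (adjusted p = 0.021), the smallest p that 6 libraries against 6 allow. The choice of the list on these samples bears on both tests as well, so these p are not independent evidence either. With 1 library left out at a time the mean stayed between 3.78 and 4.04, and the alternative that moved it most was a pseudocount of 1, to 3.63. The 20 interferon-stimulated genes (ISGs) of Figure 4F, picked by the paper in the Adar1 experiment, averaged 7.28 ± 0.67 log2 CPM (SD, n = 6) in ER-Hoxb8 MLCs and 3.36 ± 0.47 (n = 6) in BMD MLCs. Their mean log2FC was 3.92 (fry p = 1.5e-12, adjusted p = 1.2e-11, exact permutation p = 0.0022, adjusted p = 0.021), with 19 of 20 being DEGs, and 6 of 6 ER-Hoxb8 libraries, from 6.57 to 8.19, lay above every BMD library, from 2.54 to 3.84. In vitro the same list was 3.35 ± 0.48 in ER-Hoxb8 and 3.07 ± 0.74 in BMD macrophages (n = 3 each), and in microglia it was 1.78 ± 0.41 (n = 9). From the genes that set the MLC types apart, the paper proposes that the brain acts differently on the engrafted cell types and that ER-Hoxb8 MLCs may be more primed to activation.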

To gauge how significantly these transcriptomic increases in inflammation-associated genes impact the brain environment, we stained for GFAP, a marker of reactive astrocytosis and a sensitive marker for central nervous system (CNS) perturbations. We found no increase in GFAP expression across brain regions between any groups, including in brains engrafted with ER-Hoxb8 cells compared to BMD cells (Figure 3—figure supplement 1G).

### *Adar1* mutation reduces macrophage number and induces interferon responses, effects mitigated by JAK inhibition or Ifih1 mutation

Having established ER-Hoxb8 macrophages as microglia-like cells, we explored their potential for study of microglia in health and disease. Building on prior work (Gran et al., 2018; Roberts et al., 2019; Abud et al., 2017; Bromberger et al., 2022; Shen et al., 2022; Xu et al., 2022; Möller et al., 2023), we used CRISPR-Cas9 to knockout (KO) Tlr4 in Cas9^+/-^ ER-Hoxb8 progenitors, using fluorescence-activated cell sorting (FACS) to establish lines of guide-transduced ER-Hoxb8 progenitors (Figure 4—figure supplement 1A). We confirmed editing by TIDE analysis (Figure 4—figure supplement 1B, Brinkman et al., 2014) and protein loss by flow cytometry (Figure 4—figure supplement 1C/D). We then verified phenotypic knockout by treating unmodified, non-targeting control (NTC) guide-transduced, and Tlr4 guide-transduced ER-Hoxb8 macrophages with lipopolysaccharide (LPS, a Tlr4 agonist) or R848 (a Tlr7/8 agonist). As expected, Tlr4 KO blunted TNF-a production in response to Tlr4 but not Tlr7/8 agonism (Figure 4—figure supplement 1E).

Having validated effective gene targeting, we next leveraged strengths of the ER-Hoxb8 system to study the contribution of microglia to a monogenic CNS disease. Aicardi–Goutières syndrome (AGS) is a rare, brain-predominant genetic interferonopathy with nine known causal genes (Gavazzi et al., 2024). As many cells respond to interferon, it is unclear which cells drive AGS brain pathology, particularly in cases where global gene knockout is embryonic lethal. We therefore tested the hypothesis that microglia, which produce and react strongly to interferons (Zheng et al., 2015; Aw et al., 2020; Escoubas et al., 2024), are a main contributor to AGS pathology. We first confirmed that the seven coding AGS-causal genes are expressed by ER-Hoxb8 cells at similar levels to those of BMD cells and true microglia (Figure 4—figure supplement 2A). 

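The genes Adar, Trex1, Samhd1, Rnaseh2a, Rnaseh2b, Rnaseh2c and Ifih1 averaged 5.13 ± 0.24 log2 CPM (SD, n = 3) in BMD macrophages, 5.18 ± 0.48 (n = 3) in ER-Hoxb8 macrophages, 5.19 ± 0.17 (n = 6) in BMD MLCs, 6.17 ± 0.46 (n = 6) in ER-Hoxb8 MLCs and 4.49 ± 0.26 (n = 9) in microglia. Adar was 5.86 ± 0.38 and 5.39 ± 0.89 in BMD and ER-Hoxb8 macrophages, 4.57 ± 0.91 and 5.08 ± 0.80 in the MLCs and 3.38 ± 1.30 in microglia. Its log2FC against microglia was 1.70 in ER-Hoxb8 MLCs (standard error 0.51, adjusted p = 0.0108) and 1.19 in BMD MLCs (standard error 0.51, adjusted p = 0.104). With only the WTHox libraries the former was 1.22 (adjusted p = 0.16, in a range of 0.0018 to 0.16 over all alternatives), and without microglia replicate 9 the latter was 1.48 (adjusted p = 0.025, in a range of 0.025 to 0.25). The BMD value was also past 0.05 with the 7 microglia libraries the paper plots (1.16, adjusted p = 0.041) and with the replicate number as a block (1.16, adjusted p = 0.04), so its side of the threshold depends on the setting. Ifih1 was 7.15 ± 0.55 in ER-Hoxb8 MLCs, 4.50 ± 0.29 in BMD MLCs and 4.14 ± 0.39 in microglia, a log2FC against microglia of 3.01 for ER-Hoxb8 MLCs (standard error 0.22, adjusted p = 3.47e-11) and 0.36 for BMD MLCs (adjusted p = 0.295). Samhd1 was higher than in microglia by 3.27 in ER-Hoxb8 (adjusted p = 2.56e-10) and 1.66 in BMD MLCs (adjusted p = 4.6e-05), and Trex1 by 1.88 (adjusted p = 7.47e-05) and 0.65 (adjusted p = 0.195). The 3 genes of the RNase H2 complex differed from microglia by 0.50 to 0.83 in ER-Hoxb8 MLCs, with adjusted p from 0.0241 for Rnaseh2b to 0.402 for Rnaseh2c, and by 0.24 to 0.44 in BMD MLCs, with adjusted p from 0.451 to 0.614. The smallest of these were within the spread of the replicates. Rnaseh2b in ER-Hoxb8 MLCs was no longer past 0.05 without replicate 2 (0.69), 3 (0.65) or 5 (0.77) of these cells or with only the WTHox libraries (0.31), and Rnaseh2a in ER-Hoxb8 MLCs passed it without replicate 4 (0.77). With the replicate number as a block Rnaseh2a in BMD MLCs was -0.01, and with only the GFPHox libraries Rnaseh2c in ER-Hoxb8 MLCs was -0.19.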

We were primarily interested in Adar1, an RNA editing enzyme expressed by all brain cells, including microglia (Zhang et al., 2014; Bennett et al., 2016). As ADAR1 loss disrupts hematopoiesis (Arshadi et al., 2021; Hartner et al., 2004), hematopoietic progenitor differentiation (XuFeng et al., 2009), and is embryonically lethal in mice (Arshadi et al., 2021; Hartner et al., 2004), the impact of ADAR1 loss in macrophages is unknown. We leveraged the ER-Hoxb8 model to study Adar1 loss in macrophages by creating independent Adar1 KO lines using two distinct sgRNAs targeting different exons (Figure 4A, Figure 4—figure supplement 2B).

**Figure 4.**
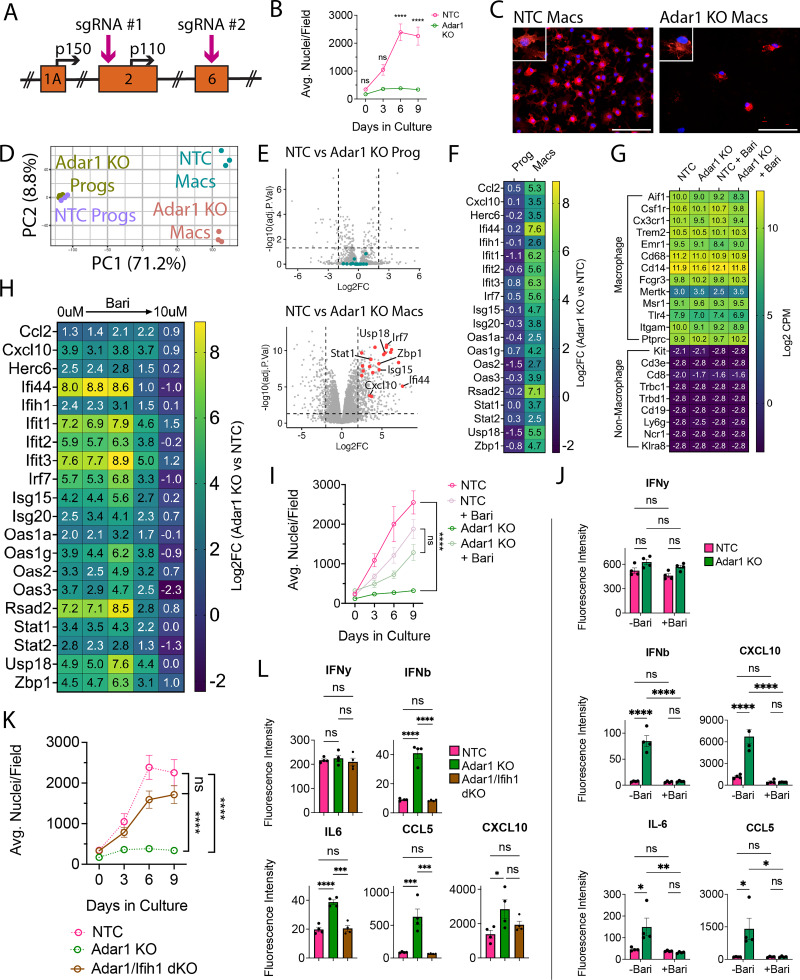
Adar1 mutation prevents macrophage-lineage cell expansion and causes interferon induction, rescued by JAKi or Ifih1 mutation. (**A**) Schematic of ADAR1 locus, depicting exons, alternative start sites for p150 and p110 isoforms, and sgRNA targets. (**B**) ER-Hoxb8 cell counts over differentiation time course. (**C**) Immunostaining of in vitro, 8-day differentiated macrophages comparing control (NTC) and Adar1 guide-transduced macrophages (red = CD11B, blue = DAPI; scale bar = 100 um) (**D**) PCA plot of progenitors and macrophages in vitro (**E**) Volcano plots showing differentially expressed genes between Adar1 KO and NTC progenitors and macrophages (CPM >1, Log2FC ≥ 2, FDR <0.05). (**F**) Heatmap showing the Log2FC (Adar1 KO values over NTC values) for relevant interferon-stimulated genes. (**G**) Heatmap showing Log2 CPM of canonical macrophage (top) and non-macrophage (bottom) immune cell genes. (**H**) Heatmap showing Log2FC (Adar1 KO over NTC expression) for interferon-stimulated genes in macrophages treated with baricitinib. (**I**) ER-Hoxb8 cell counts over differentiation time course, comparing the effect of baricitinib on Adar KO and NTC lines (dosages = 0 uM, 0.00064 uM, 0.16 uM, 0.4 uM, and 10 uM); statistics calculated at the 9-day time point. (**J**) Interferon, cytokine, and chemokine production after treatment with baricitinib via cytokine bead array. (**K**) ER-Hoxb8 cell counts over differentiation time course, comparing NTC, Adar1 KO, and Adar/Ifih1 double KO (dKO) lines – dotted NTC and Adar1 KO lines are equivalent to those shown in panel (**B**). (**L**) Interferon, cytokine, and chemokine production via cytokine bead array, comparing NTC, Adar KO, and Adar/Ifih1 dKO lines. All p-values calculated via one-way (**L**) or two-way (**B, I, J, K**) ANOVA with multiple comparisons; ns = not significant or p≥0.05, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Figure 4—source data 1.Raw numerical values for Figure 4 plots.

**Figure 4—figure supplement 1.**
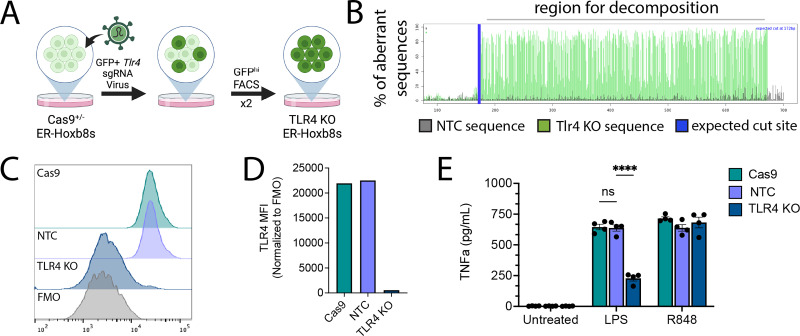
CRISPR-Cas9 editing of ER-Hoxb8 progenitors, relating to Figures 4 and 5. (**A**) Schematic for Tlr4 knockout using Cas9^+/-^ ER-Hoxb8s and sgRNA viral transduction. (**B**) Post-editing trace decomposition charts (via TIDE Analysis) for Tlr4 KO macrophages. (**C**) Histogram of TLR4 surface staining by flow cytometry (pre-gated on live, singlet, leukocyte) for 8-day-differentiated in vitro BMD and ER-Hoxb8 macrophages. (**D**) TLR4 median fluorescence intensity (MFI) normalized to FMO levels using flow cytometry data shown in (C). (**E**) TNFa production, comparing control, LPS, and R848 treated samples (8-day differentiation, 9.5 h LPS or R848, 100 ng/mL, n=4 replicates per condition); p-values calculated via two-way ANOVA with multiple comparisons; ns = not significant or p≥0.05, ****p<0.0001. Panel (**A**) created with https://Biorender.com/q68t656. Figure 4—figure supplement 1—source data 1.Raw numerical values for Figure 4—figure supplement 1 plots.

**Figure 4—figure supplement 2.**
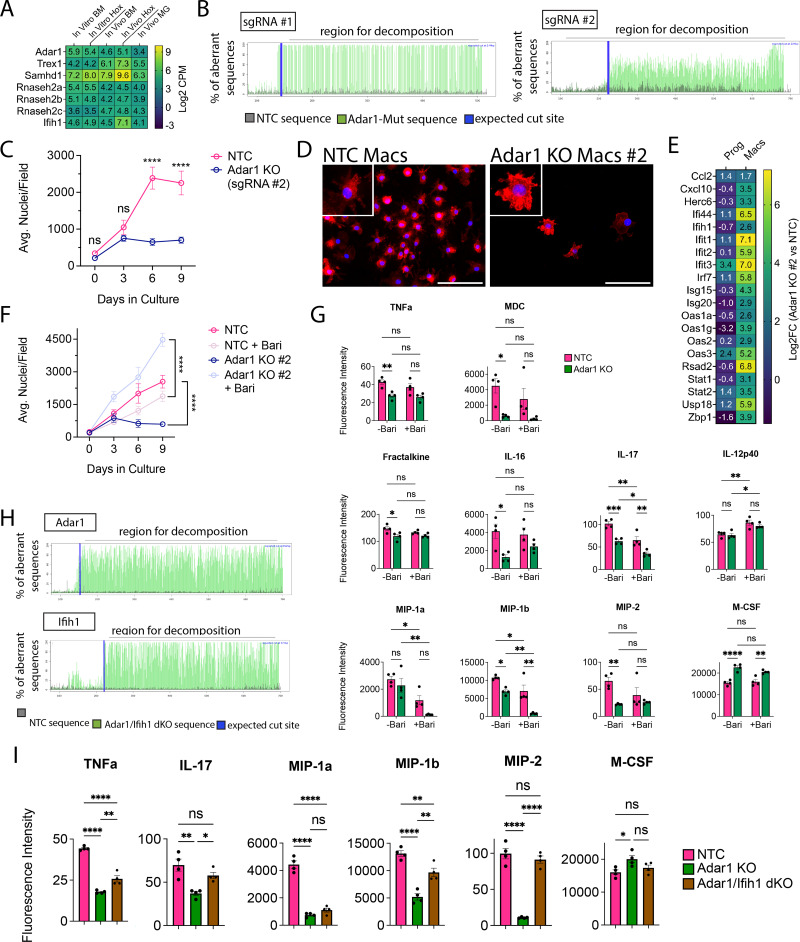
Evidence for gene knockout (KO), Adar1 sgRNA #2 results, and extended bead array data, relating to Figure 4. (**A**) Heatmap of Log2 CPM expression of seven causal AGS genes in BMD and ER-Hoxb8 macrophages. (**B**) Post-editing trace decomposition charts (via TIDE Analysis) for Adar1 KO cells targeted with two distinct guides. (**C**) ER-Hoxb8 cell counts over time. (**D**) Immunostaining of in vitro, 8-day-differentiated macrophages comparing control (NTC) and Adar1 sgRNA #2-transduced macrophages (red = CD11B, blue = DAPI; scale bar = 100 um). (**E**) Heatmap showing the Log2FC (Adar1 KO values over NTC values) for relevant interferon-stimulated genes for both progenitors and macrophages at baseline. (**F**) Validation of in vitro ER-Hoxb8 cell counts with vehicle or 10 uM baricitinib treatment using Adar1 sgRNA #2; statistics calculated at the 9-day time point. (**G**) Interferon, cytokine, and chemokine production for ER-Hoxb8 macrophages grown with or without baricitinib, via cytokine bead array. (**H**) Trace decomposition charts (via TIDE Analysis) for Adar1/Ifih1 double KO (dKO) cell lines. (**I**) Interferon, cytokine, and chemokine production for ER-Hoxb8 macrophages with or without subsequent Ifih1 KO. All p-values calculated via one-way (**I**) or two-way (**C, F, G**) ANOVA with multiple comparisons; ns = not significant or p≥0.05, *p<0.05, **p<0.01, ***p<0.001, ****;p<0.0001. Figure 4—figure supplement 2—source data 1.Raw numerical values for Figure 4—figure supplement 2 plots.

We first explored differences during differentiation of Adar1 KO ER-Hoxb8 cells in vitro. Despite normal numbers at 3 days, there were significantly fewer Adar1 KO cells during the later stages of differentiation compared to NTC cells (Figure 4B/C, Figure 4—figure supplement 2C/D). This suggests that either Adar1 KO inhibits progenitor differentiation or macrophage proliferation and survival. 

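Progenitors and differentiated macrophages were sequenced from ER-Hoxb8 lines carrying a non-targeting control guide (NTC), Adar1 sgRNA 1 or Adar1 sgRNA 2, where the guides direct Cas9 to Adar1, the gene listed as Adar. There were 3 libraries of each group except the sgRNA 2 macrophages, which had 5. Estimated depth ran from 18.2 to 23.1 M (median 21.2) in NTC progenitors, 17.1 to 21.8 M (median 20.9) in sgRNA 1 progenitors and 21.2 to 23.4 M (median 21.4) in sgRNA 2 progenitors. In macrophages it ran from 19.4 to 27.8 M (median 25.6) for NTC, 28.6 to 41.8 M (median 37.6) for sgRNA 1 and 18.3 to 26.9 M (median 22.7) for sgRNA 2. The reads were processed by the authors as for the in vitro cells, but the libraries were normalized in 3 separate sets. One set holds 11 of the 12 libraries of NTC and sgRNA 1, another the remaining NTC macrophage library, and the third all 8 sgRNA 2 libraries. Every comparison was therefore made on a common scale, built as for the in vitro groups, and sgRNA 2 is set against NTC libraries from another set, so that its set cannot be told apart from its guide. For each guide, limma was fitted to progenitors and macrophages of that guide and NTC, over 11135 genes for sgRNA 1 and 11181 for sgRNA 2. The difference between the KO effects in macrophages and in progenitors was tested as an interaction.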

We next performed RNA sequencing of Adar1 KO progenitors and differentiated macrophages. 

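Transcript of the targeted gene, Adar, was 4.01 ± 0.51 log2 CPM (SD, n = 3) in NTC and 4.33 ± 0.07 (n = 3) in sgRNA 1 progenitors, a log2FC of 0.32 (standard error 0.20, adjusted p = 0.919). In macrophages it was 5.85 ± 0.20 and 7.11 ± 0.11, a log2FC of 1.26 (standard error 0.20, adjusted p = 0.000608), higher in 3 of 3 KO libraries than in any NTC library. With sgRNA 2 the log2FC was 0.46 in progenitors (standard error 0.17, adjusted p = 0.0473) and 1.10 in macrophages (standard error 0.15, adjusted p = 2.5e-05). The former was 0.16 (adjusted p = 0.25) without NTC progenitor replicate 2 and past 0.05 in only 2 of 6 fits that left out a library, with adjusted p from 0.015 to 0.25 over all alternatives. A guide that cuts the gene need not lower its transcript. In sgRNA 1 progenitors 29 of 11135 genes were DEGs, 10 higher and 19 lower than in NTC, and 734 genes had an unadjusted p below 0.05. Ncam2, the gene with the largest fall, was 4.91 ± 0.49 in NTC and -1.29 ± 0.52 in KO progenitors (log2FC -6.20, standard error 0.32, adjusted p = 2.54e-06), and Atp1b2, with the largest rise, was -0.18 ± 0.09 and 4.28 ± 0.41 (log2FC 4.46, standard error 0.48, adjusted p = 0.000703). The number of DEGs moved most with the fold change limit lowered to 1, to 84, and leaving out 1 library at a time gave 20 to 33. In sgRNA 2 progenitors 358 of 11181 genes were DEGs (188 higher, 170 lower), a comparison across separately normalized sets. Of the 29 genes of sgRNA 1, 11 had an adjusted p below 0.05 and the same direction there. Since 4257 of the 11181 genes had an adjusted p below 0.05 and the guides share the NTC libraries, this count does not show a shared effect. The 20 ISGs averaged 1.18 ± 0.09 in NTC, 1.00 ± 0.13 in sgRNA 1 and 1.35 ± 0.02 in sgRNA 2 progenitors (n = 3 each), and 0 of them were DEGs with sgRNA 1 and 3 with sgRNA 2. Levels of a list are scaled over the libraries of both guides together and each log2FC over the libraries of its own guide and NTC, so a log2FC can differ slightly from the difference between the levels. Their mean log2FC was -0.17 with sgRNA 1 (median -0.16, fry p = 0.46, adjusted p = 0.63, exact permutation p = 0.2, 7 genes higher and 13 lower) and 0.16 with sgRNA 2 (fry p = 0.65, adjusted p = 0.78, exact permutation p = 0.1, 10 higher and 10 lower). With sgRNA 2, 13 of the 20 had an adjusted p below 0.05 over all genes tested, and single genes ran from -3.15 to 2.85, so the mean near 0 covers changes both ways. With the median in place of the mean, the sgRNA 2 value was -0.11, and the ISG list sgRNA 2 progenitors mean was 0.19 without NTC progenitor replicate 1 (fry p = 0.046, without an exact test of that fit). The 13 macrophage identity genes, from Csf1r and Emr1 to Ptprc, averaged 9.29 ± 0.08 in NTC and 9.20 ± 0.02 in sgRNA 1 macrophages, with a mean log2FC of -0.03 (median -0.10, fry p = 0.76, adjusted p = 0.83, exact permutation p = 0.6). In sgRNA 2 macrophages they averaged 8.53 ± 0.04 (n = 5), with every library, from 8.49 to 8.59, below the NTC libraries, from 9.20 to 9.36, a difference across separately normalized sets that was not tested for the list. Without NTC macrophage replicate 1 the list mean was 0.00, and a fit of the macrophage groups alone, which leaves the exact test as it is, gave -0.08 (fry p = 0.016, in a range of 0.016 to 0.97 over all alternatives). Of these genes, 7 had an adjusted p below 0.05 over all genes tested and also adjusted over the list alone, and 1 was a DEG: Msr1, at 9.91 ± 0.20 in KO and 7.58 ± 0.08 in NTC macrophages (log2FC 2.33, standard error 0.30, adjusted p = 0.000104). The range over the list was -1.52 to 2.33, and Csf1r changed by -1.37 (adjusted p = 0.00641).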

Adar1 KO progenitors were highly similar to NTC control progenitors (Figure 4D/E/F; all DEGs in Supplementary file 1G), and Adar1 KO macrophages expressed comparable levels of macrophage-identity genes to NTC (Figure 4G), suggesting that Adar1 KO ER-Hoxb8 progenitors can generate macrophages. At the macrophage stage, however, we found 547 DEGs (Figure 4D/E/F; Supplementary file 1H), remarkable for interferon-stimulated gene (ISG) upregulation and GO term enrichment for responses to virus, stress, cytokine stimulation, and innate immunity (Figure 4E/F, Figure 4—figure supplement 2E; Supplementary file 1I).

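In sgRNA 1 macrophages 483 of 11135 genes were DEGs, 369 higher and 114 lower than in NTC. The interaction of KO and differentiation was past the same thresholds for 518 genes, 402 of them with a more positive KO effect in macrophages and 116 with a more negative one. Ly6a was -0.18 ± 1.01 log2 CPM (SD, n = 3) in NTC and 8.09 ± 1.01 (n = 3) in KO macrophages (log2FC 8.28, standard error 0.51, adjusted p = 2.4e-07), and Rsad2 was 1.94 ± 0.06 and 9.03 ± 0.71 (log2FC 7.09, standard error 0.30, adjusted p = 1.98e-08). Ifi44 rose by 7.40 and Atp1b2 by 7.68, and Apol9a was at least 89.3-fold higher. Among the largest falls, Gpx3 went from 6.35 ± 0.05 to 0.91 ± 0.20 (log2FC -5.44, standard error 0.16, adjusted p = 1.35e-09) and Cd5l from 5.82 ± 0.12 to 0.06 ± 0.13. Ncam2 was at least 62.4-fold lower. The study chose the list of 20 ISGs on these samples, so neither counts nor list tests with sgRNA 1 are independent evidence. All 20 ISGs were DEGs in the macrophages, over all genes tested and adjusted over the list alone. Their mean level was 3.88 ± 0.10 in NTC and 8.35 ± 0.46 in sgRNA 1 macrophages, a mean log2FC of 4.52 with a range of 2.51 to 7.40 (median 4.36, fry p = 1.6e-08, adjusted p = 7.7e-08, exact permutation p = 0.1, adjusted p = 0.13). The exact p is the smallest for 3 libraries against 3. Leaving out 1 library at a time gave means from 4.31 to 4.79, the latter without KO replicate 3. Among the other alternatives quantile normalization moved the mean most, to 4.28. The difference between macrophages and progenitors was 4.69 on average (fry p = 1.8e-07, adjusted p = 5.4e-07, with no exact test of the interaction), and 20 of 20 genes were past the thresholds. With sgRNA 2, 924 genes were DEGs in macrophages (633 higher, 291 lower), the ISGs averaged 7.95 ± 0.07 (n = 5) and their mean log2FC was 4.07 (median 3.56, fry p = 1.2e-14, adjusted p = 1.4e-13, exact permutation p = 0.036, adjusted p = 0.12). Cmpk2 was -0.85 ± 0.46 in NTC and 6.93 ± 0.41 in sgRNA 2 macrophages (log2FC 7.77, standard error 0.33, adjusted p = 1.47e-10). In one fit of all groups, 339 DEGs were shared between the guides in the same direction (260 higher, 79 lower) and 9 had opposite directions. The shared NTC libraries alone produce overlap: with as many genes taken from each guide as were called (490 and 954), 342 were shared in the same direction when ranked by p and 334 when ranked by log2FC, where 50 simulations of unchanged groups against the same NTC libraries gave 178.9 (maximum 192) and 266.9 (maximum 293) on average. The log2FC of the guides correlated across 11391 genes with r = 0.59, within the range that the shared controls alone gave in 50 such simulations (mean 0.56, maximum 0.61). Because unchanged groups reach such an r through the shared NTC libraries, r alone cannot tell whether the guides share an effect. Lowering the fold change limit to 1 moved the counts most, to 1418 for sgRNA 1 and 2846 for sgRNA 2. Gene Ontology terms were not analysed here.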

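Baricitinib was added at 5 doses to NTC and Adar1 KO (sgRNA 1) macrophages, and 33 libraries were sequenced at another facility than the rest. The doses are given as 0, 0.00064, 0.16, 0.4 and 10 µM in the paper and as 0, 0.0006, 0.016, 0.4 and 10 µM in the sample labels, and the source data of Figure 4H give 0.006 µM for the second, so the second and the third dose are uncertain and the paper's values are used as names. NTC had 3, 3, 4, 4 and 3 libraries in order of dose and KO had 3, 3, 3, 3 and 4. Estimated depth in NTC, in the same order, was 10.7 to 16.8 M (median 14.9), 10.0 to 10.9 (median 10.9), 6.1 to 16.2 (median 11.5), 10.6 to 13.9 (median 13.0) and 10.8 to 13.3 (median 12.1). In KO it was 10.7 to 15.5 M (median 15.3), 8.2 to 14.7 (median 11.3), 8.5 to 33.8 (median 10.8), 11.3 to 32.5 (median 17.3) and 10.7 to 20.7 (median 13.0). The authors normalized these libraries in one set and did not combine them with others, and the deposited log2 CPM were used unchanged. A limma model of the 10 groups covered 11152 genes, with KO against NTC at each dose and the change of that difference from 0 µM as an interaction. The relation of the ISG mean to the rank of the dose was tested over KO and NTC libraries separately with 100000 permutations, two-sided.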

To test whether Adar1 KO-mediated interferon production underlies this macrophage phenotype, we used the Janus kinase (JAK) inhibitor Baricitinib to inhibit interferon signaling. Baricitinib, a treatment for AGS (Vanderver et al., 2020; Han et al., 2022; Kanazawa et al., 2023), caused a dose-dependent reduction in ISG expression (Figure 4H) and normalized cell counts during macrophage differentiation (Figure 4I, Figure 4—figure supplement 2F). 

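Adar, the targeted gene, was 6.77 ± 0.57 log2 CPM (SD, n = 3) in Adar1 KO and 4.92 ± 0.22 (n = 3) in NTC macrophages without baricitinib (log2FC 1.85, standard error 0.48, adjusted p = 0.0051), and 2.16 ± 0.56 (n = 4) and 3.52 ± 0.26 (n = 3) at 10 µM (log2FC -1.36, standard error 0.45, adjusted p = 0.0146). Without baricitinib the 20 ISGs averaged 7.45 ± 0.02 in Adar1 KO and 3.19 ± 0.15 in NTC macrophages (n = 3 each). In KO the mean was 7.45 ± 0.21 at 0.00064 µM, 7.62 ± 0.16 at 0.16 µM, 5.05 ± 4.42 at 0.4 µM (n = 3 each) and 1.15 ± 0.07 (n = 4) at 10 µM. The 3 libraries at 0.4 µM were at 1.78, 10.08 and 3.29. In NTC it was 3.22 ± 0.28 (n = 3), 2.30 ± 0.03 (n = 4), 1.50 ± 0.12 (n = 4) and 1.04 ± 0.10 (n = 3) in order of dose. The mean log2FC of KO over NTC was 4.26 at 0 µM (fry p = 0.00094, adjusted p = 0.0018, exact permutation p = 0.1) and 4.23 at 0.00064 µM (fry p = 0.001, adjusted p = 0.0018, exact permutation p = 0.1). It was 5.33 at 0.16 µM (fry p = 2.8e-05, adjusted p = 7.5e-05, exact permutation p = 0.057), 3.55 at 0.4 µM (fry p = 0.0019, adjusted p = 0.0033, exact permutation p = 0.057) and 0.11 at 10 µM (fry p = 0.91, adjusted p = 0.95, exact permutation p = 0.17). The exact p of 0.1 and 0.057 are the smallest for their group sizes. The alternative that moved the difference at 0 µM most was the median of the list, at 3.76. At 0 µM, 18 of the 20 genes were DEGs over all genes tested and 19 when adjusted over the list alone, and 20 of 20 were higher in KO. At 10 µM 0 genes of the list were DEGs, 11 were higher and 9 lower, and with the 4 genes at the lowest values in 1 group set to their bounds the median was 0. Without replicate 2 the difference at 0.4 µM was 1.04, and without replicate 1 it was 5.18, so that dose rests on single libraries. The difference between KO and NTC changed from 0 µM by -0.03 at 0.00064 µM (fry p = 0.99), by 1.07 at 0.16 µM (fry p = 0.47), by -0.71 at 0.4 µM (fry p = 0.73) and by -4.15 at 10 µM (fry p = 0.015, adjusted p = 0.024), interactions without an exact test. The ISG list interaction 0.4 uM vs 0 uM turned on single libraries: it was -3.22 without KO replicate 2 at 0.4 µM (fry p = 1.5e-10, without an exact test), 0.93 without replicate 1 and 0.17 without replicate 3. At 10 µM the change was negative for 20 of 20 genes, 13 past the thresholds over all genes and 16 adjusted over the list alone. Over the 16 KO libraries the ISG mean fell with dose (Spearman rho = -0.58, permutation p = 0.019, and Pearson r = -0.75, permutation p = 0.0017), and r was -0.76 without the 2 libraries farthest from the median dose. Without the 10 µM libraries the KO rho was -0.02 (permutation p = 0.97), so the KO trend rests on that dose, and leaving out any 1 of the 10 µM libraries gave -0.50, no longer past 0.05. For the baricitinib dose trend Adar1 KO libraries at 0.4 µM also mattered: without replicate 1 or 3 rho was -0.51 (permutation p = 0.052). Over the 17 NTC libraries rho was -0.94 and r was -0.96 (permutation p = 1e-05 for each, the smallest possible), with r = -0.96 without the 2 farthest. The KO and NTC trends were 2 relations tested, and the difference between them was not tested.

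**Figure D2:**
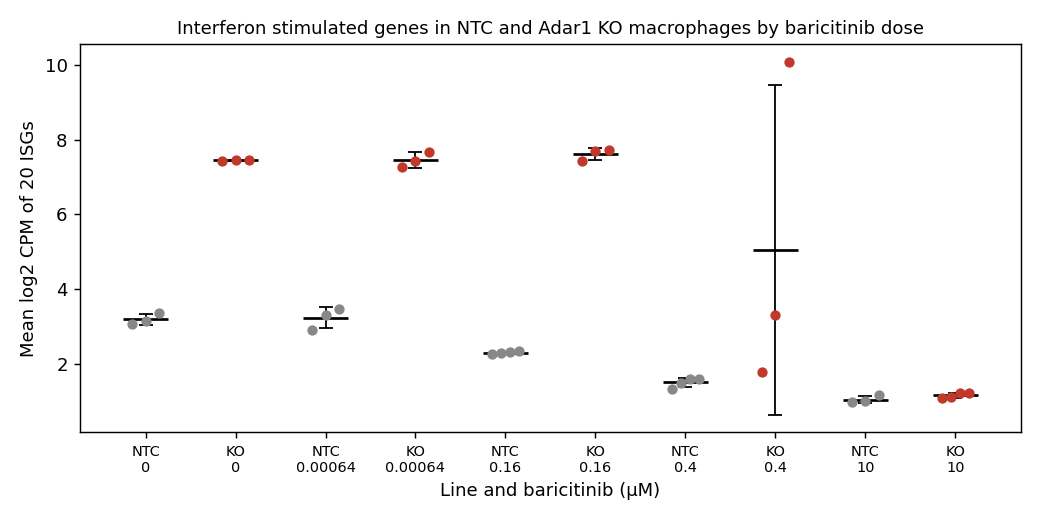
Mean log2 CPM of the 20 ISGs in each library of NTC (grey) and Adar1 KO (red) macrophages by baricitinib dose in µM, as named in the paper. Points are libraries and bars give the mean and SD; KO libraries average 7.45 at 0 µM and 1.15 at 10 µM, and the 3 KO libraries at 0.4 µM lie at 1.78, 3.29 and 10.08.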

We validated increased type I-specific interferon (IFN-b) and ISG (CXCL10, IL6, CCL5) production by Adar1 KO ER-Hoxb8 macrophages, and their suppression by baricitinib treatment using multiplex bead array (Figure 4J). 

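At 10 µM baricitinib the 13 macrophage identity genes averaged 8.68 ± 0.01 log2 CPM (SD, n = 4) in Adar1 KO and 8.84 ± 0.03 (n = 3) in NTC macrophages, against 9.04 ± 0.08 and 8.94 ± 0.03 (n = 3 each) without it. KO over NTC, the mean log2FC was 0.10 at 0 µM (fry p = 0.38, adjusted p = 0.57, exact permutation p = 0.1) and -0.17 at 10 µM (fry p = 0.00011, adjusted p = 0.00026, exact permutation p = 0.057). Of the list, 0 genes were DEGs in either comparison, while 5 and 10 had an adjusted p below 0.05 over all genes tested, and 8 and 11 adjusted over the list alone. From 0 to 10 µM the list changed by -0.37 in KO (median -0.76, fry p = 1.6e-09, adjusted p = 9.6e-09, exact permutation p = 0.057) and by -0.10 in NTC (fry p = 0.00061, adjusted p = 0.0013, exact permutation p = 0.1), and whether these differ was not tested for the list. Csf1r was 10.62 ± 0.03 in KO at 0 µM and 8.69 ± 0.59 at 10 µM (log2FC -1.93, adjusted p = 4.57e-09), where NTC was at 10.67 ± 0.29. Emr1 fell by 1.94 in KO (adjusted p = 4.16e-13) and by 1.05 in NTC (adjusted p = 7.4e-06) from 0 to 10 µM. Cd68 at 10 µM was 10.94 ± 0.27 in KO and 10.90 ± 0.22 in NTC (log2FC 0.04, adjusted p = 0.828). Over all genes, KO and NTC differed by 432 DEGs at 0 µM, 558 at 0.00064 µM, 571 at 0.16 µM, 199 at 0.4 µM and 350 at 10 µM, and a fold change limit of 1 moved the counts at 0 and 10 µM most, to 1259 and 1890. At 0.4 µM the count was 58 in a fit of these groups alone, 110 without KO replicate 2 and 329 without KO replicate 1.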

As interferons inhibit hematopoiesis and differentiation (Demerdash et al., 2021), we confirmed that the baricitinib-treated cells were indeed macrophages (Figure 4G) and that the ISG reduction improved macrophage production.

Melanoma differentiation associated protein 5 (MDA5, or Ifih1) is an epistatic modifier of Adar1 such that deletion rescues some Adar1 phenotypes (Liddicoat et al., 2015; Guo et al., 2022). We introduced a guide targeting Ifih1 (BFP+) to Adar1 KO cells (GFP+). We created single-cell clones and validated double KO (dKO, GFP/BFP+) by TIDE analysis (Figure 4—figure supplement 2H). Ifih1 loss completely rescued the Adar1 KO cell growth deficit during differentiation (Figure 4K), and normalized production of IFN-b, IL-6, and CCL5 (Figure 4L), but not CXCL10. As with baricitinib treatment (Figure 4—figure supplement 2G), we found that multiple chemokines/cytokines are downregulated in Adar1-mutant cells as compared to NTC (TNF-a, IL-17, MIP-1a, MIP-1B, MIP-2, M-CSF), and are partially rescued by Ifih1 deletion (Figure 4—figure supplement 2I).

Together, these data show that Adar1 deletion impairs macrophage but not progenitor health and is associated with interferonopathy, demonstrating the utility of the ER-HoxB8 model system for experimental isolation and study of macrophage dysfunction in a genetic disease.

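Ifnb1, the gene for interferon beta, was -2.94 ± 0.67 log2 CPM (SD, n = 3) in NTC, 1.34 ± 1.01 (n = 3) in sgRNA 1 and 0.42 ± 0.23 (n = 5) in sgRNA 2 macrophages on the common scale. Of the 483 DEGs in sgRNA 1 macrophages, 175 (36.2%) were also DEGs in the same direction in the untreated libraries of the baricitinib experiment, which were sequenced separately. From its Adar1 KO data as a whole, the paper concludes that Adar1 deletion harms macrophages and not progenitors and goes with an interferonopathy.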

### *Adar1* mutation prevents ER-Hoxb8 engraftment

We next attempted to study how Adar1 KO macrophages affect the CNS. To our surprise, although TLR4 KO gene edited macrophages engrafted robustly (n=10; Figure 5A/E), mice injected with Adar1 KO cells died early and showed no engraftment in the brains of any transplanted mice that survived to endpoint (n=3; Figure 5B/C).

**Figure 5.**
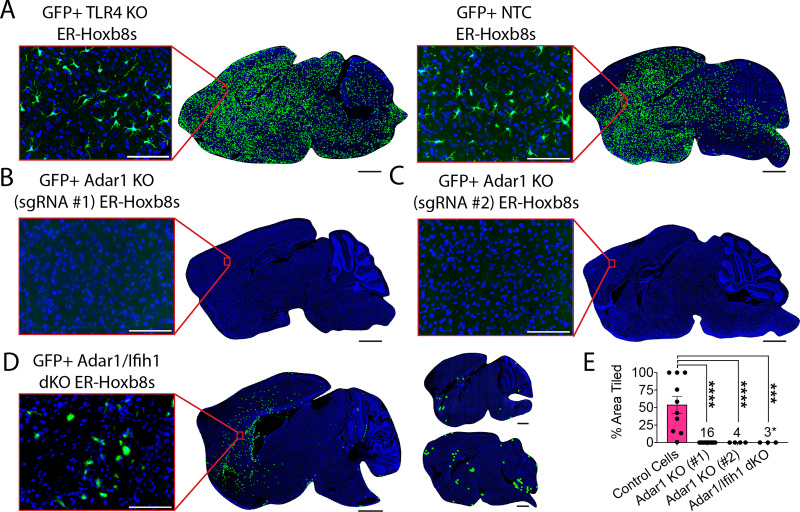
Adar1 mutation prevents ER-Hoxb8 engraftment in the Csf1r^-/-^ mouse, partially rescued by Ifih1 deletion. (**A**) Representative rendering of donor cell engraftment (scale bar = 1000 um) with inset microscopy of GFP+ donor cell engraftment (green = endogenous GFP, blue = DAPI; scale bar = 100 um) for control cells (TLR4 KO and NTC) harvested 7–15 days post-injection (dpi), (**B**) Adar1 KO (sgRNA #1) cells (harvest details in **E**), (**C**) Adar1 KO (sgRNA #2) cells harvested 9-12dpi, and (**D**) Adar1/Ifih1 double KO (dKO) cells harvested 10–15 dpi (rendered dots in two right brains enlarged 5x for visualization). (**E**) Percent of total brain area tiled with cells between groups (numbers denote ‘n’ per group); Adar1 KO (#1) cells include pooled data (brains injected with 300k cells/hemisphere, harvested at 10–15 days post-injection (dpi; n=3); brains injected with 300k cells/hemisphere, harvested at 4–8 dpi (n=8); brains injected with 50k cells/hemisphere, harvested at 13 dpi (n=4); and brains injected with 100k cells/hemisphere pre-treated with 0.5 uM Baricitinib, mice treated daily with 1 mg/kg Baricitinib, harvested at 5 dpi (n=1)); asterisk indicates samples where engraftment is present but does not meet criteria for tiled brain area, as exemplified in (**D**); p-values calculated via one-way ANOVA with multiple comparisons; ns = not significant or p≥ 0.05, ***p<0.001, ****p<0.0001. Figure 5—source data 1.Raw numerical values for Figure 5 plots.

**Figure 5—figure supplement 1.**
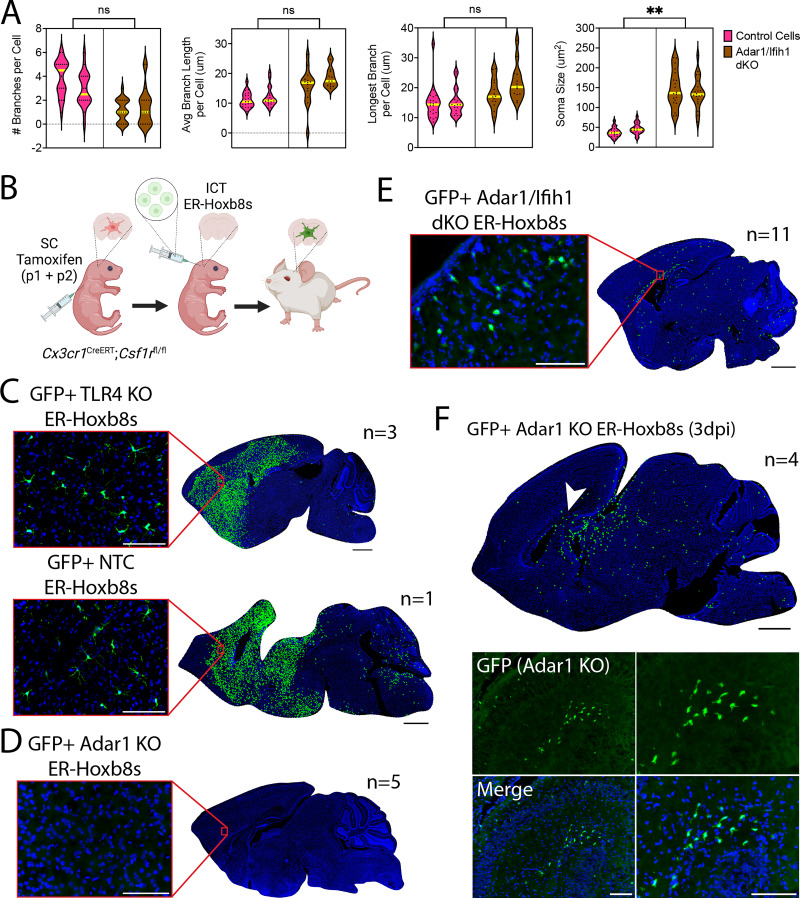
Concurrent Adar1, Ifih1 mutation morphology, plus engraftment in the Cx3cr1CreERT; Csf1rfl/fl mouse, relating to Figure 5. (**A**) Violin plot of all analyzed cortical ER-Hoxb8 cells (n=20) per animal (n=2), with yellow line denoting the median, for number of primary branches, average length of branches, longest branch length, and soma size; p-value calculated via nested *t*-test for n=2 animals per group; ns = not significant or p≥ 0.05, **p<0.005. (**B**) Schematic for in vivo Cx3cr1CreERT; Csf1rfl/fl transplant experiments. (**C**) Representative rendering of donor cell engraftment (scale bar = 1000 um) with inset microscopy of GFP+ donor cell engraftment (green = endogenous GFP, blue = DAPI; scale bar = 100 um) for control cells (TLR4 KO, NTC) harvested 15 days post-injection, (**D**) Adar1 KO cells harvested seven days post-injection, (**E**) Adar1/Ifih1 double KO (dKO) cells harvested 13–15 days post-injection, and (**F**) Adar1 KO cells harvested 3 days post-injection. Panel (**B**) created with https://Biorender.com/n75g136. Figure 5—figure supplement 1—source data 1.Raw numerical values for Figure 5—figure supplement 1 plots.

Because blocking interferon signaling with baricitinib or Ifih1 deletion correlated with better macrophage survival in vitro, we wondered if modifying our approach to limit interferon tone would permit Adar1 KO cell engraftment. We first reduced the number of injected cells (n=4) and harvested tissues earlier, between 4 and 8 days post-transplant (n=8), and did not observe engraftment. We then tried to pre-treat donor cells and host mice with Baricitinib and likewise did not observe engraftment in surviving mice (n=1; Figure 5E). Lastly, we transplanted Adar1/Ifih1 dKO cells (n=3), which showed partial rescue of Adar1 KO phenotypes in vitro. Although we detected no areas of engraftment meeting the stringent criteria applied for our ‘percent area’ quantification method, we noted diffuse patches of engrafted cells with rounded morphology and enlarged soma size, in three of three experimental replicates (Figure 5D/E, Figure 5—figure supplement 1A), potentially consistent with a mild partial rescue of engraftment.

Csf1r^-/-^ mice have severe constitutional, skeletal, and CNS abnormalities, typically succumbing by weaning age (Dai et al., 2002). To extend our findings about Adar1 KO macrophages in vivo, we applied an inducible microglia depletion model using healthy Cx3cr1CreERT; Csf1rfl/fl hosts (Bennett et al., 2018). After depleting endogenous microglia via subcutaneous tamoxifen injection at age P1 and P2, we intracerebrally transplanted cells into Cx3cr1CreERT; Csf1rfl/fl brains (Figure 5—figure supplement 1B). After 7–15 days in vivo, we saw engraftment of control (TLR4 KO and NTC; n=4; Figure 5—figure supplement 1C), but not Adar1 KO cells (n=5; Figure 5—figure supplement 1D). Further mirroring the Csf1r^-/-^ data, we saw small, diffuse patches of engrafted Adar1/Ifih1 dKO cells, but none reached quantifiable levels of engraftment (n=11; Figure 5—figure supplement 1E). Lastly, we harvested transplanted Cx3cr1CreERT; Csf1rfl/fl hosts early, at day 3, and saw a diffuse pattern of non-quantifiable but parenchymally engrafted Adar1 KO cells (n=4; Figure 5—figure supplement 1F). These data suggest that Adar1 KO cells can enter the brain parenchyma but do not persist, consistent with the reduction in cell numbers observed in vitro during macrophage differentiation.

Overall, these results show that genetically modified ER-Hoxb8 cells robustly engraft in the brain parenchyma, which is prevented by Adar1 KO, independent of interferon production.

### *Adar1* D1113H mutant ER-Hoxb8 macrophages drive brain ISG expression

Most available mouse models of AGS are either embryonic lethal (Arshadi et al., 2021; Hartner et al., 2004; Liddicoat et al., 2015) or fail to produce CNS phenotypes (Morita et al., 2004; Ward et al., 2011; Hiller et al., 2012; Pereira-Lopes et al., 2013; Behrendt et al., 2013; Rehwinkel et al., 2013; Ohto et al., 2022). We recently created a viable mouse model harboring a patient-derived mutation (D1113H) in the catalytic domain of ADAR1, which displays robust brain ISG expression, astrocytosis, microgliosis, and white matter calcifications (Guo et al., 2022). Since AGS patient mutations are typically hypomorphic (rather than knockout), this more authentically models AGS (Rice et al., 2014). Given the non-engraftment of Adar1 KO cells, we created ER-Hoxb8 cells from Adar1 D1113H mice to explore the impact of AGS-specific mutations in microglia. Unlike Adar1 KO cells, D1113H ER-Hoxb8s showed normal growth and expansion during in vitro differentiation (Figure 6A), despite a similarly increased production of IFN-b, ISGs, and other cytokines, including CXCL10, CXCL1, CCL5, VEGF, MIP-1a, and MIP-1b, but not IFN-g (Figure 6B).

**Figure 6.**
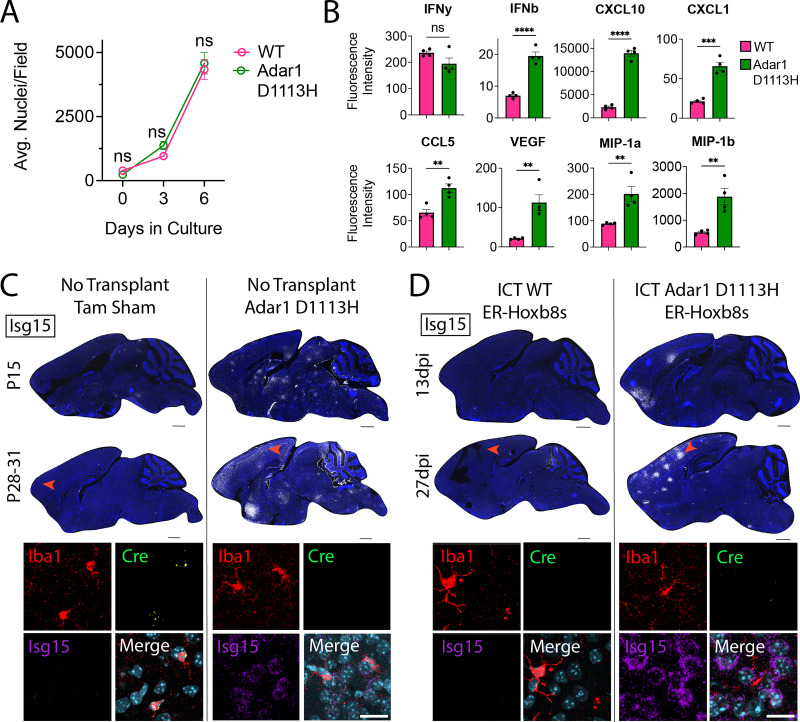
Adar1 D1113H mutant ER-Hoxb8 macrophages persistently drive brain ISG expression. (**A**) In vitro ER-Hoxb8 cell counts over time (p-values calculated via two-way ANOVA with multiple comparisons). (**B**) Multiplex bead array data for interferons, cytokines, and chemokines produced via ER-Hoxb8 macrophages (p-values calculated via independent two-sample *t*-test). (**C**) Sagittal sections of non-transplanted (tamoxifen [tam] sham control) Cx3cr1CreERT; Csf1rfl/fl brains (left) and Adar1 D1113H mutant brains (right) at age P15 and P28-31; nuclei (blue, DAPI), Isg15 (white via RNA in situ hybridization [ISH]); scale bar = 1000 um; red arrow depicts location of corresponding closeup images below, showing IBA1 (red, protein stain), Cre (green, ISH), Isg15 (purple, ISH), and nuclei (teal, DAPI); scale bar = 20 um; see Figure 6—figure supplement 2A for further corresponding closeup images. (**D**) Sagittal sections of Cx3cr1CreERT; Csf1rfl/fl brains intracranially transplanted with WT ER-Hoxb8s (left) and Adar1 D1113H ER-Hoxb8s (right) at 13 and 27 days post-injection (dpi); nuclei (blue, DAPI), Isg15 (white, ISH); scale bar = 1000 um; red arrow depicts location of corresponding closeup images below, showing IBA1 (red, protein stain), Cre (green, ISH), Isg15 (purple, ISH), and nuclei (teal, DAPI); scale bar = 20 um; see Figure 6—figure supplement 2A for further corresponding closeup images. All p-values characterized by: ns = not significant or p≥0.05, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Figure 6—source data 1.Raw numerical values for Figure 6 plots.

**Figure 6—figure supplement 1.**
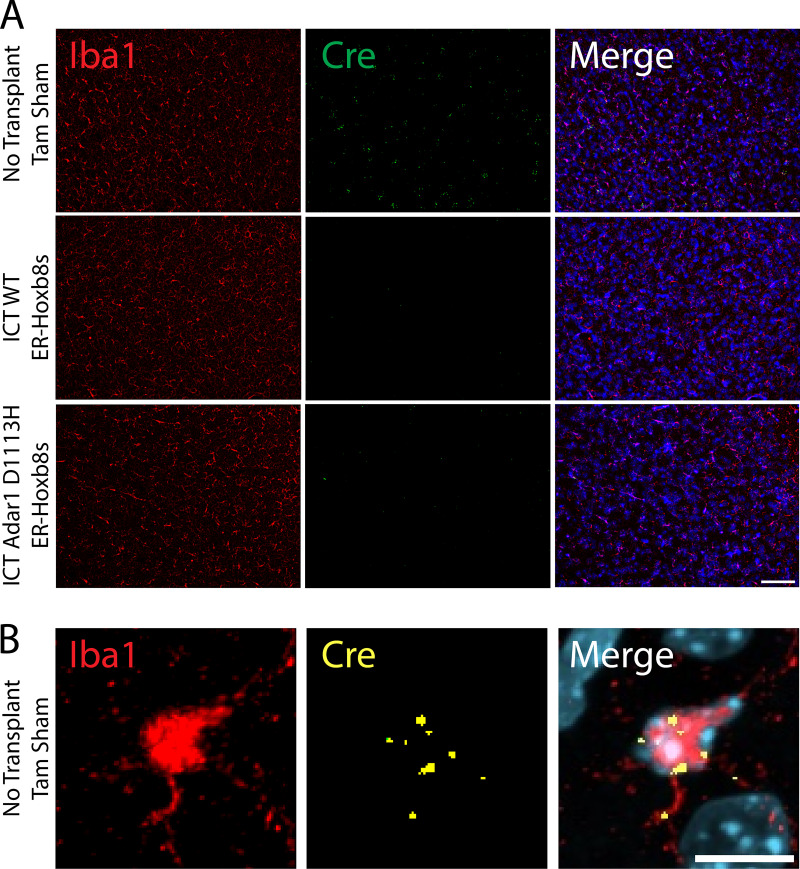
Evidence for Cre expression, relating to Figure 6. (**A**) Dual immunostaining/RNA in situ hybridization (ISH) showing IBA1 (red, protein stain), Cre (green, ISH), and nuclei (blue, DAPI); scale bar = 100 um (**B**) magnified image of a repopulated microglia from the non-transplanted (tam sham control) Cx3cr1CreERT; Csf1rfl/fl brain shown in (**A**); scale bar = 10 um.

**Figure 6—figure supplement 2.**
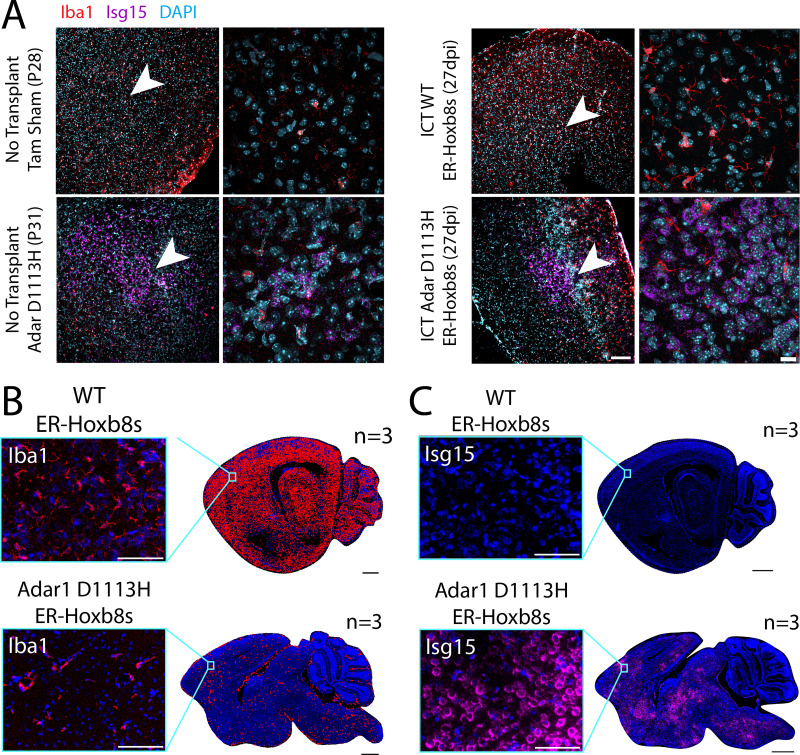
Extended Isg15 RNA in situ hybridization (ISH), relating to Figure 6. (**A**) Dual immunostaining/RNA ISH showing IBA1 (red, protein stain), Isg15 (purple, ISH), and nuclei (teal, DAPI); scale bar = 100 um; white arrow depicts location of corresponding close up image; scale bar = 20 um. (**B**) Representative rendering of donor cell engraftment in the Csf1r^-/-^ brain (scale bar = 1000 um) with inset microscopy of IBA1+ donor cell engraftment (red = IBA1, blue = DAPI; scale bar = 100 um) for FVB Osb-GFP WT ER-Hoxb8s and Adar1 D1113H mutant ER-Hoxb8s harvested 13–14 days post-injection. (**C**) Dual immunostaining/RNA ISH for samples shown in (**B**); tile scale bar = 1000 um; inset = Isg15 (pink, ISH), nuclei (blue, DAPI); scale bar = 100 um.

We next characterized D1113H ER-Hoxb8 cells after transplantation into the Cx3cr1CreERT; Csf1rfl/fl brain. As D1113H cells are not genetically tagged, we performed RNA in situ hybridization (ISH), using Cre expression (Figure 6—figure supplement 1A/B) to distinguish endogenous microglia (Cre+) from donor cells (Cre-). Unlike Adar KO cells, D1113H mutant ER-Hoxb8s engrafted the parenchyma (Figure 6C/D, n=5 biological replicates). Notably, both D1113H homozygous mutant brains (Figure 6C) and mice engrafted with D1113H ER-Hoxb8 microglia-like cells exhibited similar and persistent upregulation in brain Isg15, with pockets of robust expression around engrafted Iba1+ MLCs, clustering around Iba1- nuclei that morphologically resemble neurons (Figure 6D, Figure 6—figure supplement 2A). To get a clearer idea of their overall engraftment potential, we transplanted D1113H mutant ER-Hoxb8s into Csf1r^-/-^ mice, which are unconfounded by repopulating endogenous microglia. Similar to brains transplanted with Adar1/Ifih1 dKO cells, we found dispersed cell engraftment that did not reach quantifiable levels (Figure 6—figure supplement 2B, n=3 biological replicates). Consistent with results from Cx3cr1CreERT; Csf1rfl/fl host mice, we saw upregulation in brain Isg15 clustering around Iba1- nuclei (Figure 6—figure supplement 2C, n=3 biological replicates).

In sum, D1113H ER-Hoxb8 macrophages produce type I interferon and ISGs and induce Isg15 production by neighboring cells after brain engraftment. These results demonstrate that Adar1 mutation in microglia-like cells is sufficient to drive brain ISG production.

## Discussion

Realizing the potential of microglia replacement requires new tools for research and therapy development. Here, we show the power of estrogen-regulated (ER) homeobox B8 (Hoxb8) conditionally immortalized myeloid cells to robustly model microglia for rapid assessment of gene-targeted perturbations on their identity and function. We find that ER-Hoxb8 macrophages are similar to BMD macrophages both in vitro and in vivo, where they robustly engraft the microglia-deficient brain and upregulate microglial identity genes. We then use this model to demonstrate an approach to untangle macrophage contributions to a neurological disease, establishing the impact of macrophage-specific mutations to clinically relevant phenotypes both in vitro and in vivo.

Microglia are difficult to target and manipulate for preclinical study, necessitating the use of robust microglial surrogates for discovery, such as the ER-Hoxb8 system described here. Powerfully programmed by the brain environment, microglia lose their unique transcriptional identity in vitro (Bohlen et al., 2017; Gosselin et al., 2017) and are difficult to engineer (O’Brien et al., 2022). Common surrogates include macrophages from isolated bone marrow or immortalized cell lines derived from macrophages or microglia (Stanley and Heard, 1977; Raschke et al., 1978; Tsuchiya et al., 1980; Righi et al., 1989; Blasi et al., 1990; Chanput et al., 2014; Muffat et al., 2016; Timmerman et al., 2018).

BMD cells are finite in number and exist as a heterogeneous population. Cell lines such as induced pluripotent stem cell-derived microglia-like cells can be expensive to generate and time-intensive to maintain (Timmerman et al., 2018). ER-Hoxb8 cells are expandable, readily transducible, and brain-engraftable, making them a robust microglia surrogate. Building on the work of others (Roberts et al., 2019; Accarias et al., 2020; Xu et al., 2022), we demonstrated straightforward gene editing using CRISPR-Cas9, generated stable lines using standard cell culture reagents, and found that ER-Hoxb8s are transcriptionally similar to primary BMD cells in vitro and in vivo. We used these strengths (and spared months of generating transgenic mouse lines) to readily test hypotheses about Adar1 function in microglia to demonstrate the potential of this system. We generated Adar1 knockout (KO) ER-Hoxb8 lines, as well as ER-Hoxb8 lines derived from mice harboring Adar1 patient mutations, to study the effect of microglia-specific Adar1 mutation on macrophage generation and interferon production. The ease with which ER-Hoxb8 cells can be modified, sorted, clonally expanded, banked, and transplanted was critical to these discoveries and will enable further innovation for the study of central nervous system macrophages.

In the future, the ER-Hoxb8 system will enable additional study of Adar1 and microglia in AGS. We found that both complete Adar1 KO, as well as an RNA-editing catalytic domain mutation in microglia-like cells, leads to increased interferon responses cell-autonomously in vitro, as well as non-cell-autonomously as demonstrated by direct transplant. This effect is blocked by Ifih1/MDA5 deletion, which is thought to sense abnormal RNA species formed by Adar1 mutation and rescues Adar1-catalytic domain point mutation phenotypes (Liddicoat et al., 2015; Guo et al., 2022). In contrast, brain engraftment is impacted by Adar1 KO regardless of Ifih1 genotype and not by Adar1 catalytic domain mutation, suggesting that the full KO phenotype may be independent of RNA editing and interferon production. Mitochondrial antiviral signaling (MAVS) adaptor protein rescues the embryonic lethality of Adar1 null mice (Mannion et al., 2014), suggesting that manipulation of other Adar1 pathway components could reveal Adar1’s role in brain engraftment and macrophage maintenance. This system can allow for interrogation of alternative Adar1 functions, as well as other AGS mutations, and enables testing of AGS-targeted therapies.

All cell models have limitations, and we highlight two of particular relevance to the study of microglia. First, like primary BMD macrophages, ER-Hoxb8 macrophages derive from definitive as opposed to primitive hematopoiesis - the authentic origin of microglia. Though very similar to microglia, ER-Hoxb8s cannot attain full microglial identity, conspicuously lacking Sall1 expression, an important transcription factor in regulating homeostatic microglia (Buttgereit et al., 2016). Second, we observe that ER-Hoxb8 macrophages express slightly higher levels of inflammation-associated genes than primary BMD macrophages after brain engraftment. Though insufficient to elicit GFAP upregulation, a sensitive biomarker for inflammation, it remains an important consideration for experimental design. Interestingly, a recent study suggests it may be possible to address both limitations by treating yolk sac progenitors with the ER-Hoxb8 virus to generate macrophages with reduced inflammatory reactivity that may serve as more authentic microglia surrogates (Elhag et al., 2021). It also raises the exciting potential of an analogous system for study of human, patient-derived macrophages.

More broadly, the future of engineered microglia surrogates, including ER-Hoxb8 microglia-like cells, is bright. Leveraging the advantages of ER-Hoxb8 cells, one could create controllable gene editing via an inducible Cas9 or sgRNA and perform large, pooled screens in vitro and in vivo simultaneously, using progressively advanced methods for gene targeting. We envision microglia as potent neurotherapeutics (Bennett and Bennett, 2020), and toward that goal, the ER-Hoxb8 model provides an ideal milieu for the testing of therapeutic cell engineering strategies, such as payload delivery, synthetic receptors, and customizable gene circuits. Here we applied two engraftment models, utilizing both Csf1r^-/-^ and inducible Cx3cr1CreERT; Csf1rfl/fl host mice. Pairing the ER-Hoxb8 system with our CSF1R inhibitor-resistant receptor transplantation models will allow even more widespread adoption of these techniques (Chadarevian et al., 2023). Together, the combination of accessible and modifiable microglial surrogates alongside increasingly effective transplantation models holds great potential for research and therapy development.

## Materials and methods

### Mouse models

All animal studies were performed with approval from the Children’s Hospital of Pennsylvania IACUC panel (#1326) in accordance with institutional and national regulations. All animals were housed in a non-barrier facility with 12 hour light/dark cycles at 23±2ºC in ventilated cages with no more than five animals per cage. Animals were provided water and standard chow ad libitum. Cages and bedding were changed weekly.

Csf1r^-/-^ (FVB.129x1-Csf1rtm1Ers) and Csf1r^+/+^ littermate animals on the FVB background were a generous gift from Dr. Richard Stanley (Albert Einstein College of Medicine). Cx3cr1CreERT; Csf1rfl/fl mice were generated by intercrossing JAX 021212 and 021160 strains. Adar D1113H mice (p.Asp1113His) were a generous gift from Dr. Qingde Wang (University of Pittsburgh). For experiments using GFP-expressing donor cells, we backcrossed Osb-GFP (C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ [JAX 006567]) onto FVB WT mice (JAX 001800) for 22 generations. For experiments using constitutively-expressed Cas9 donor cells, we used FVB.129(B6)-Gt(ROSA)26Sortm1.1(CAG-cas9*,-EGFP)Fezh/J mice (JAX 026558).

### In vitro experiments

#### ER-Hoxb8 conditionally immortalized cell production

Immortalization of murine myeloid progenitor cells was completed as outlined in Wang et al., 2006. Briefly, bone marrow progenitors were isolated from the femurs and tibias of wildtype or Cas9-expressing FVB/NJ mice using a Percoll density separation (Cytiva, 17544501). Cells were cultured for three days in RPMI media (Invitrogen, 7240047) supplemented with 10 ng/mL IL3 (Peprotech, 213-13), IL6 (Peprotech, 216-16), and SCF (Peprotech, 250-03) before transduction with MSCVneo-HA-ER-Hoxb8 virus. Originally created by Dr. David Sykes (Massachusetts General Hospital), the MSCVneo-HA-ER-Hoxb8 plasmid was a generous gift from Dr. Igor Brodsky (University of Pennsylvania School of Veterinary Medicine). 24 hours after transduction, the cells were recovered and grown for 48 hours in RPMI media (Invitrogen, 7240047) supplemented with 1 mM Na-Pyruvate (Invitrogen, 11360070), 0.0005 mM beta-estradiol (Sigma Aldrich, E2758), and 10 ng/mL GM-CSF (Peprotech, 315-03). Cells were then selected for transduction with the addition of 1 mg/mL Geneticin (Thermo Fisher, 10131035) for 48 hours. Cells were then expanded and passaged every 48–72 hours at 25–50,000 cells/mL for 2 weeks, or until all non-immortalized cells were terminally differentiated or killed.

#### Bone marrow isolations

Bone marrow harvests were completed as previously described (Bennett et al., 2016). Briefly, femurs and tibias were dissected and flushed with 1x PBS to collect whole bone marrow. Red blood cells were then lysed with ACK Lysis Buffer (Quality Biological, 118-156-101). For experiments requiring bone marrow progenitors, whole bone marrow samples were subsequently enriched for lineage-negative cells using the Miltenyi Direct Lineage Cell Depletion Kit (130-110-470) via MACS Column separation with LS Columns (Miltenyi, 130-042-401). For experiments requiring bone marrow monocytes, whole bone marrow samples were subsequently enriched for monocytes using the Miltenyi Monocyte Isolation Kit (130-100-629) via MACS Column separation with LS Columns.

#### Macrophage differentiation

Bone marrow-derived macrophages were differentiated in vitro by plating isolated bone marrow-derived progenitors in Petri dishes at a density of 5 million cells per dish in differentiation media – DMEM media (Thermo Fisher, 10569010), 10% FBS (VWR, 89510-186), 1% Penn/Strep (Invitrogen, 15140122), supplemented with 30 ng/mL murine M-CSF (Peprotech, 315-02). Cells were differentiated for 7–9 days in a 37°C incubator with 5% CO_2_, with media changes every 2–3 days.

ER-Hoxb8-derived macrophages were differentiated in vitro using methods adapted from Wang et al., 2006. Briefly, ER-Hoxb8 progenitors were plated in petri dishes at a density of 2 million cells per dish, and then differentiated in the same media and timetable as noted above.

#### Phagocytosis assay

C57BL/6 WT ER-Hoxb8 cells were differentiated for 7 days as described above. The day prior to the phagocytosis assay, cells were harvested via incubation with 3 mM EDTA, resuspended in macrophage differentiation media, diluted to 25,000 cells/mL in macrophage differentiation media, and plated in separate wells of 8 Chambered Coverglass Systems (CellVis, C8-1.5H-N; 500 µL cell dilution/12,500 cells per well). The phagocytosis assay was adapted from Williamson and Vale, 2018 and Flannagan et al., 2014. Briefly, 10% phosphatidylserine (PS) beads were used to mimic apoptotic cell corpses and phosphatidylcholine (PC) beads were used to mimic live cells. 10% PS beads were 4.07 µm diameter silica beads (Bangs Labs, SS05002) coated in a supported lipid bilayer composed of 10 mol.% 18:1 PS (DOPS – Avanti, 840035), 89.90 mol.% 16:0-18:1 PC (POPC – Avanti, 850457), 0.1 mol.% atto390 dye-labeled DOPE (Atto-Tec, AD 390-161). PC beads were 4.07 µm diameter silica beads (Bangs Labs, SS05002) coated in a supported lipid bilayer composed of 99.90 mol.% 16:0-18:1 PC (POPC – Avanti, 850457), 0.1 mol.% atto390 dye-labeled DOPE (Atto-Tec AD 390-161). Beads were diluted to 500,000 beads/mL in macrophage differentiation media and added to the macrophages via media change, replacing old media with 500 uL bead dilution per chamber of the 8 Chambered Coverglass Systems. Macrophages were incubated with synthetic apoptotic cell corpse mimics or synthetic live cell mimics for 60 minutes at 37°C, 5% CO_2_. Cells were then fixed for 10 minutes at 37°C, 5% CO_2_ in 4% paraformaldehyde (Sigma, P6148) in PBS, permeabilized for 1 minute in 0.1% TritonX-100 (Sigma, T8787) in PBS, and stained using HCS CellMask Green (Invitrogen, H32714). After staining, cells were placed under Aqua-Poly/Mount for imaging (Polysciences, 18606). Macrophages were imaged via spinning disk confocal microscopy on an inverted Nikon Ti2-E microscope fitted with a CSU-W1 spinning disk unit and Hamamatsu ORCA-FusionBT camera. Images were acquired using a 40x/0.95 NA objective in .nd2 format using Nikon Elements software and converted to ome-tif stacks for analysis in Fiji/ImageJ. Beads were considered ingested if HCS CellMask Green signal was visible fully surrounding a circular area inside the cell corresponding to the 4 µm diameter of the silica beads. Experiments were replicated four times on four different days using independently prepared reagents each day. 81–100 cells were examined per replicate condition.

#### Viral production and transduction

To create retroviral supernatants, Lenti-X 293T cells (Takara Bio, 632180) were transfected using 850 ng/mL pCL-Eco (Addgene, 12371) and 850 ng/mL desired retroviral plasmid, supplemented with 5 uL/mL LipoD293 (SignaGen, 504782) in media containing DMEM (Thermo Fisher, 10569010), 25 mM HEPES (Invitrogen, 15630080), 10% FBS (VWR, 89510-186), and 1% Penn/Strep (Invitrogen, 15140122). Six hours post-transfection, media was replaced and viral supernatants were collected 48 and 72 hours later. Viral collections were combined and concentrated 10x using Retroviral Precipitation Solution (Alstem, VC200) according to manufacturer’s instructions.

Transduction of ER-Hoxb8 progenitors was completed in 12-well plates coated with 1 ug/mL fibronectin (Sigma-Aldrich, F1141). Cells were plated at 200,000 cells/mL and desired titer volume of virus was added. Plates were then spun for 90 minutes at 1000 × *g*. Post-spinfection, cells were gently mixed and resuspended in an additional 2–3 mL of fresh media. 24 hours post-transduction, cells were recovered and expanded at normal growing conditions (25–50,000 cells/mL at 37°C, 5% CO_2_).

#### CRISPR editing

Target gene guide sequences were created using the Broad Institute’s CRISPick website (Mouse GRCm38 reference genome, CRISPRko mechanism, SpyoCas9 enzyme, tracrRNA) and adapted to ligate into our plasmid backbone. This backbone, which was a generous gift from Dr. Will Bailis (University of Pennsylvania; Bailis et al., 2019) was adapted from the MSCV-MigR1-GFP/BFP plasmid (Addgene, 27490) to include a U6-driven gRNA scaffold for the insertion of guide sequences. The BbsI-HF restriction enzyme (NEB, R3539) was used to linearize the plasmid backbone at the gRNA scaffold site, and annealed guide oligos were ligated in. The ligated plasmids were then transformed using NEB Stable Cells (C3040), plated onto LB plates supplemented with 50 ug/mL ampicillin, and grown for 24 hours at 30°C. Correct insertion of guide sequences were confirmed using bacterial colony sanger sequencing via GeneWiz/Azenta, and full plasmid sequences were confirmed using Plasmidsaurus. Viral supernatants were then created as described above and Cas9-expressing ER-Hoxb8 macrophage progenitor cells were transduced as described above. Cells were then double-FACS sorted for transduction via fluorophore expression and expanded as normal. Successful editing was confirmed using TIDE as described in Brinkman et al., 2014. Briefly, gDNA was collected from both control and experimental macrophages and the cut site was amplified via PCR and sent for Sanger sequencing. Indel creation was then confirmed via the TIDE application (Brinkman et al., 2014; http://shinyapps.datacurators.nl/tide/). When an antibody was commercially available, such as with TLR4 (Biolegend, 145403, PE), loss of protein was also confirmed via flow cytometry.

Guide oligo sequences:

Adar1 KO (sgRNA #1): GACACTGGCCAAGATTCCCA
Adar1 KO (sgRNA #2): TACCTGAACACCAACCCCGT
Ifih1 KO: TGTGGGTTTGACATAGCGCG
NTC: GCTTCCGCGGCCCGTTCAA

TIDE primer sequences:

Adar1 KO (sgRNA #1): CCATGTTGCCTTCTACAGGG, GGGCAGAGGAGTTTGACAC
Adar1 KO (sgRNA #2): CAGAGGAAGCCATGAAGG, ACACACGGTGACATTCATGC
Ifih1 KO: GCAGAGGACAGCTTCAGGA, ATAGAAGGCTAGATGCAGCGG

#### TNF-a ELISA

ER-Hoxb8 progenitor cells were plated and differentiated as described in the above ‘Macrophage Differentiation’ methodology. After 7 days in vitro, cells were gently removed from the Petri dishes using ice cold 1x PBS + 2 mM EDTA (Thermo Fisher, 15575020). Cells were then re-plated at 50,000 cells/well in a TC-treated 96-well plate in 100 uL fresh differentiation media. 24 hours later, LPS (Sigma, L2880-25MG) and R848 (Invitrogen, TLRL-R848) were added at 100 ng/mL to respective wells. After 9.5 hours, supernatants were collected and diluted to 25% initial concentration to stay within kit ranges. TNF-a concentrations were measured using the TNF alpha Mouse Uncoated ELISA Kit with Plates (ThermoFisher, 88-7324-22) according to manufacturer’s instructions.

#### *Adar1* immunofluorescence

ER-Hoxb8 progenitor cells were plated and differentiated as described in the above ‘Macrophage Differentiation’ methodology. NTC and Adar1-edited cells were plated at 5000 cells per well in a glass-bottom 96-well plate. Cells were fixed on day eight of differentiation in 4% PFA (EMS, 15714) for 10 minutes. Cells were washed, blocked in 0.1% Tween20 (Bio-Rad, 1706531) + 5% donkey serum (Sigma, S39-100ML) for 1 hour, and then stained overnight with CD11B (BioLegend, 101208) and Hoescht 33342 Solution (Thermo Fisher, 66249) at 4°C. The following morning, cells were washed and imaged at 40x magnification Z-stacks using a BZ-X800 (Keyence) microscope.

#### *Adar1* cell quantification

ER-Hoxb8 progenitor cells were plated and differentiated as described in the above ‘Macrophage Differentiation’ methodology. NTC and Adar1-edited cells were plated at 5000 cells per well in glass-bottom 96-well plates (n=3 independently differentiated replicates per condition). Cells were plated in fresh differentiation media supplemented with nothing, vehicle (DMSO), or 10 uM Baricitinib (Selleck Chemicals, S2851). Cells were plated with 125 uL media on day 0, 62.5 uL media was added on day 3, media was removed and replaced with 100 uL media on day 6. On differentiation days 0, 3, 6, and 9, corresponding subsets of cells were stained with 1:10,000 Hoescht for 30 minutes at 37°C and imaged with the ImageXpress Micro Confocal System. Images were taken at 10x magnification at nine sites per well, with exposure settings consistent between wells. Cell number quantification was performed using the ‘Count Nuclei’ pipeline in the ImageXpress software. Signal thresholds were set, masks were created over the Hoescht+ signal, and nuclei were counted (3–16 pixel width). Cell counts were averaged across the nine imaging sites and plotted as average nuclei per field per day of differentiation.

#### *Adar1* multiplex arrays

ER-Hoxb8 progenitor cells were plated and differentiated as described in the above ‘Macrophage Differentiation’ methodology. NTC and Adar1-edited cells (Adar1 KO #1, Adar1 KO #3, Adar1/Ifih1 dKO) were plated at 100,000 cells per well in an untreated 24-well plate (n=4 independently differentiated replicates per condition), whereas WT and D1113H cells were plated at 25,000 cells per well in an untreated 24-well plate (n=4 independently differentiated replicates per condition). Media was changed every 2 days, with the baricitinib groups receiving 0 uM, 0.00064 uM, 0.16 uM, 0.4 uM, or 10 uM Baricitinib (Selleck Chemicals, S2851) with each media change. On day 7 of differentiation (24hours post final media change), cell supernatant was collected, spun down, and immediately frozen. Multiplexing analysis was performed using the Luminex 200 system by Eve Technologies Corp. (Calgary, Alberta). Assays used include the Mouse Cytokine/Chemokine 44-Plex Discovery Assay Array (MD44), the Mouse Cytokine/Chemokine 32-Plex Discovery Assay Array (MD32), as well as the Mouse IFN-a + IFN-b Assay (MDIFNAB). For the baricitinib groups, RNA was immediately collected from adherent cells for subsequent sequencing analyses.

### In vivo experiments

#### Neonatal transplantation

For intracranial transplantation into Csf1r^-/-^ mice, p0-p5 pups were randomly assigned and injected as previously described (Bohlen et al., 2017) by hand using a pulled glass capillary tube (World Precision Instruments, 1B100F-4) in an electrode holder connected by silicon tubing to a syringe. One microliter containing a single-cell suspension (300,000 cells/uL unless otherwise noted) of donor cells in 1x PBS was slowly injected bilaterally into cortex, 1–2 mm anterior and 2–3 mm lateral to lambda at a depth of 0.5–1 mm. Host animals were harvested 12–16 days after injection unless otherwise noted.

#### Microglia/MLC isolations

Single-cell suspensions of microglia/engrafted brain macrophages were isolated as previously described (Bennett et al., 2016). Briefly, mice were anesthetized using a cocktail of ketamine (100 mg/kg) plus xylazine (10 mg/kg) in 1x PBS and perfused with 10 mL cold PBS. Brains were dounce homogenized in 10 mL cold Medium A Buffer – 10% 10x HBSS (Fisher, 14185052), 1.5% 1 M HEPES (Invitrogen, 15630080), 1.67–30% glucose (Sigma, G7021-1KG), 86.8% ddH_2_O supplemented with 2% DNase (Worthington, LS002007). Homogenate was filtered through a 70 um strainer and pelleted. Microglia were collected following a spin with isotonic percoll – 10% 10x HBSS, 90% Percoll PLUS density gradient media (GE Healthcare, 17544501). Cells were washed with Medium A Buffer and resuspended in desired media. Mice were excluded from the study if they did not survive to the predetermined harvest timepoint.

#### In vivo baricitinib treatment

Baricitinib (Selleckchem, S2851) was reconstituted in DMSO (Sigma-Aldrich, D26250) and added to a diluent of 40% PEG300 (Sigma-Aldrich, 90878), 10% Tween80 (Sigma-Aldrich, P1754), and 50% water. Mice were administered 20 uL daily by intraperitoneal injection at doses of 10 mg/kg, 5 mg/kg, or 1 mg/kg.

### Staining experiments

#### Immunofluorescence

Mice were perfused with 15 mL 1x PBS followed by 15 mL 4% PFA (EMS, 15714) and organs were then drop-fixed in 4% PFA for 16–24 hours at 4°C. Organs were then cryo-protected in 30% sucrose (Neta Scientific, SIAL-S5391-25KG), embedded in OCT (Fisher, 23-730-571), cryo-sectioned at 16 um, mounted on Superfrost Plus slides (Fisher, 1255015), and frozen at –80°C. Slides were then thawed at 60°C, rehydrated in 1x PBS, and blocked for 1 hour at RT in blocking buffer – 90% 1x PBS, 9.5% donkey serum (Sigma, S39-100ML), 0.5% Triton X-100 (Sigma, T8787-50ML). After blocking, slides were incubated with primary antibodies (described below) in staining buffer (98.5% 1x PBS, 1% donkey serum, 0.5% Triton X-100) overnight at 4°C. In the morning, slides were washed with 1x PBS and incubated with secondary antibodies (described below) for 1 hour at RT in staining buffer. Slides were washed once more and coverslipped with DAPI mounting media (EMS, 17989–60) before imaging.

Antibodies used: rabbit Anti-Iba1 (Fujifilm, 019-19741, 1:500); mouse Anti-GFAP (Agilent, MAB360, 1:500); donkey anti-rabbit IgG 594 (Thermo Fisher, A-21207, 1:500); donkey anti-mouse IgG 647 (Thermo Fisher, A32787, 1:500).

#### RNA in situ hybridization

In situ hybridization (ISH) was performed on mounted fixed frozen tissues using the RNAscope system per the manufacturer’s protocol (Advanced Cell Diagnostics). Fluorescent detection was achieved using the RNAscope Multiplex Fluorescent Detection kit V2 (cat # 323110). Samples were probed for mouse Isg15 (cat # 559271-C2) and Cre (cat # 312281-C3) and visualized with TSA Vivid dyes (cat #s 7534 and 7536). Following ISH, slides were immunostained with rabbit anti-Iba1 (cat # 019-19741, Fujifilm WAKO) and detected using fluorescently labeled donkey anti-rabbit secondary antibody (A21207, Invitrogen). Slides were coverslipped and nuclei were stained with Prolong Gold Antifade Mounting Medium with DAPI (cat # P36931, Invitrogen).

#### Imaging acquisition and processing

Slides were imaged using a BZ-X800 (Keyence) microscope. Whole-organ tile images plus z-stack images were captured and stitched/compressed using Keyence Analyzer software prior to image export. All images within experiment panels were taken with equivalent exposure settings. All images were then analyzed with FIJI (https://imagej.net/Fiji), equivalently adjusting only for brightness and black values (raw images available upon request).

Engraftment renderings were created using GFP (488) or Iba1 (594) and DAPI channels of 10x stitches. Background was equivalently subtracted using the ‘subtract background’ function before manually thresholding via the ‘otsu’ setting. Rendered dot masks were created by analyzing particles (size = 2–144 px; circularity = 0.5–1.0) and overlaying them on the corresponding DAPI channel. The boundaries of the brains were then outlined using the ‘polygon selections’ tool, and everything outside this boundary was cleared and excluded from the final image.

16 um tissue sections used for RNA scope were imaged using an Andor BC43 spinning disc confocal microscope (Oxford Instruments). Sections that were directly compared were acquired using the same exposure, laser power, gain, and resolution settings. Subsequently, image analysis on raw unmanipulated images was performed using Imaris software. Representative images displayed for publication were processed equally in Imaris across all conditions to best display the data.

#### Percent area quantifications

For each brain sample, average total engrafted area was calculated from three matched sagittal sections (200 uM apart starting at the medial-most point of the tissue), each using a 4x tile-scan image collected via Keyence microscope. Calculations were made in FIJI using the Iba1 and/or GFP channel tiled images. FIJI’s ‘polygon selections’ tool and ‘measure’ function were used to draw and calculate a total brain ROI, as well as engrafted area ROI(s). The latter were defined as regions with Iba1+ and/or GFP+ cell groups with no fewer than 50 total cells per ‘group’ nor 50 cells/mm^2^. Edge limits of engraftment areas were defined by the nucleus of the edge-most cell being no more than 200 uM from nearest-neighbor cells. Percent area engrafted was then calculated by dividing total engrafted area(s) by total brain area. Olfactory bulb was omitted for consistency as it was not present in all samples.

For each brain sample, average total area of GFAP+ cells was calculated from three matched sagittal sections (250 uM apart starting at the medial-most point of the tissue), each using a 10x tile-scan image collected via Keyence microscope. Calculations were made in FIJI using the GFAP channel tiled images. Background was equivalently subtracted from all images using the ‘subtract background’ function. Images were then converted into 8-bit format and thresholded at 40/255 with the ‘intermodes’ setting. ROIs were manually drawn for cortex, hippocampus, midbrain, and thalamus using FIJI’s ‘polygon selections’ tool. Percent area covered was then calculated using the ‘measure’ function to quantify positive GFAP signal over total ROI area.

#### Cell density quantification

For each brain sample, average cortical cell density was calculated using the same three matched sagittal sections used above to calculate area of engraftment. Here, three 20x representative images were included that spanned the cortical region of engraftment. If the region of engraftment was small, fewer images were included such that no cells overlapped and were counted more than once. Cells were counted manually using FIJI’s ‘Cell Counter’ tool and were defined as cells that were Iba1+ and/or GFP+ and directly overlaid with a DAPI+ nucleus. Cell counts per image were averaged and divided by total area per image to obtain densities at cells/mm^2^.

#### Morphological analysis

All morphological analyses were performed using Fiji. Individual Iba1+ cells in the cortical parenchyma were randomly selected from 10x stitched images of the brain. For all images, individual cells were converted to 8-bit and thresholded equivalently. The despeckle function was used to remove noise from each sample. Each image was then converted to a binary image that was used for further analysis. Soma size was measured by drawing a region of interest (ROI) around somas and measuring the encompassed area. Primary branches were defined as branches extending directly from the soma and were counted manually. The length of each branch was measured from the center of the cell soma using the Neuroanatomy SNT plugin (Arshadi et al., 2021). Traces were drawn to outline branch morphology, then measured using the SNT Measurements function to obtain branch lengths.

#### Flow cytometry and FACS

Once isolated into single cell suspensions, cells were washed 2x in FACS Buffer - 1x PBS, 0.5% BSA (Sigma, 126609-10GM), 0.5 mM EDTA (Thermo Fisher, 15575020) – and blocked with FC Block – 0.2% CD16/CD32 (BD Biosciences, 553142) in FACS Buffer – for 10 minutes at RT. Cells were then stained using antibodies (described below) for 30–60 minutes at 4°C. Cells were washed 2x more in FACS Buffer before being analyzed or sorted as described below.

Antibodies used: LIVE/DEAD fixable far red dead cell stain kit (Invitrogen, L10120, 1:1600); anti-mouse CD45 (PE/Cyanine7, Clone 30-F11, Biolegend, 103113, 1:400); anti-mouse/human CD11b (PerCP/Cyanine5.5, Clone M1/70, Biolegend, 101227, 1:400); anti-mouse monoclonal TMEM119 (PE, Clone V3RT1GOsz, Invitrogen, 12-6119-82, 1:400).

For flow cytometry experiments, stained cells were analyzed on a CytoFLEX LX (6 Laser) Flow Cytometer and visualized via FlowJo (10.8.1). For sorting experiments, stained cells were sorted with a 100 uM nozzle on a FACSAria Fusion, FACSJazz, Aurora, or MoFlo Astrios depending on Core availability (no effects on data were seen between FACS machines). Cells were deposited into media for cell expansion, or TRIzol LS Reagent (Fisher, 10296028) for subsequent RNA extraction.

### Bulk RNA-sequencing and analysis

#### RNA extraction and quantification

For in vitro populations, RNA was extracted using the Qiagen RNeasy Mini Kit (74104) according to manufacturer’s instructions. For suspended populations, cells were collected and spun down at 200 × *g* for 5 minutes, supernatant was removed, and 350 uL Buffer RLT was added directly to the cell pellet. For adherent populations, supernatant was removed, plates were washed with 1x PBS, and 650 uL of Buffer RLT was added directly to the dish to create cell lysates.

For in vivo populations, cells were isolated as described in the above ‘Microglia/MLC Isolations’ methodology and FACS sorted into TRIZol LS reagent as described in the above ‘Flow Cytometry and FACS’ methodology. Cells were briefly vortexed and 0.2 volumes of chloroform (Sigma, C2432-500ML) were added. Cells were again vortexed, incubated for 3 minutes at RT, and then centrifuged at 12,000 x *g* for 15 minutes at 4°C. The upper aqueous phase was then collected and 1 volume of fresh 70% EtOH was added. Cells were again vortexed and then run through the Qiagen RNeasy Micro Kit (74004) according to manufacturer’s instructions. Isolated RNA was stored at –80°C.

When able, RNA Integrity Numbers (RINs) were calculated using an Agilent TapeStation with High Sensitivity RNA ScreenTape (5067-5579) and Sample Buffer (5067-5580) according to manufacturer’s instructions. Cells with a RIN ≥ 7.5 were used for subsequent library preparations. For in vitro datasets, the average RIN score was 9.03. Quantification was often not possible for brain-isolated cell populations due to low yield. In this case, all samples were used for subsequent library preparations, and quality was assessed later during preparation.

#### Library preparation and sequencing

Sequencing libraries were prepared in-house using either 40 ng or 8 uL RNA per sample, depending on if RIN scores and concentrations were able to be calculated as discussed above, using the NEBNext Single Cell/Low Input RNA Library Prep Kit for Illumina (NEB, E6420) according to manufacturer’s instructions. Quality and quantity steps were performed using an Agilent TapeStation using High Sensitivity D5000 ScreenTape (5067-5592), and High Sensitivity D5000 Reagents (5067*-5593).

Bulk RNA-sequencing of completed libraries was performed by the Children’s Hospital of Philadelphia’s Center for Applied Genomics (CAG) Core Facility using a NovaSeq 6000 (Illumina) system with the SP Reagent Kit v1.5 (2 × 100 bp). Data was de-multiplexed and sent to us as FastQ files via BaseSpace (Illumina).

For sequencing of NTC and Adar1-edited cells with varying doses of Baricitinib, cDNA libraries were sent to Novogene for sequencing using a NovaSeq 6000 (Illumina) system with the S4 Reagent Kit (2 × 150 bp). Data was de-multiplexed and sent to us as FastQ files for manual download. Data sequenced by Novogene was never combined with data sequenced by CAG.

#### Sequencing analysis

All pre-processing steps were run using Terminal. FastQ files were downloaded from BaseSpace (Illumina) and concatenated across lanes using the ‘cat‘ function. All files were processed using FastP (Chen et al., 2018; Chen, 2023) to filter reads and trim Illumina adaptors, as well as FastQC (Andrews, 2014) to assess quality. All files were determined to be of sufficient quality for subsequent downstream processing. Reads were pseudoaligned to the mouse GRCm39 cDNA transcriptome (Ensembl release 99; Schneider et al., 2017; Zerbino et al., 2018) using Kallisto (version 0.46.0; Bray et al., 2016) and run through MultiQC (Ewels et al., 2016) for a final quality check after mapping.

All post-processing steps were run using RStudio (R Development Core Team, 2022). Transcripts were summarized to the gene level through tximport (version 1.14.2; Soneson et al., 2015) with abundance counts calculated via TPM and then normalized using TMM via edgeR (Robinson et al., 2010; McCarthy et al., 2012; Chen et al., 2016). Hierarchical cluster dendrograms were created using the ‘dist’function (method = euclidean) and ‘hclust’ function (method = complete) and were visualized with the plot function. PCA plots were created using the ‘prcomp’ function. Differential gene expression analysis was performed using linear modeling via limma (Ritchie et al., 2015), and differentially expressed genes (DEGs) were decided by applying an FDR cutoff of 0.05, a counts per million (CPM) cutoff of +1, and a Log2(FC) cutoff of ±2. Linear models and R^2^ values were created using the ‘lm’ function. All output plots were visualized with ggplot2 (Wickham, 2016).

Statistical overrepresentation tests and related GO Terms were calculated using the Panther Classification System (version 18.0). Respective lists of DEGs were manually imported into the Gene List Analysis tab, selected for *Mus musculus*, and run through the statistical overrepresentation test option using the PANTHER GO-Slim options for biological process, molecular function, and cellular component. Tests were run using the Fisher’s Exact option while calculating the false discovery rate. FDR was set to a threshold of 0.05, and terms were ranked via the hierarchy option.

### Statistical calculations

GraphPad Prism (version 10.0.0) was used to perform statistical tests and generate p values with standard designations (ns = not significant or p≥0.05, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). All values are shown as mean ± standard error of the mean (SEM). Details regarding replicate numbers and individual statistical test used are provided in the respective figure legends. No explicit power analyses were performed, but group size was based on previous studies using similar approaches. Blinding was used whenever possible, such as for all cell quantifications, morphology analyses, and multiplex arrays.

## Data Availability

All data used to support the claims of this study are included in the manuscript and supporting files. Source data files have been provided for all figures. Raw and processed files of bulk RNA-sequencing data have been deposited at Gene Expression Omnibus under accession GSE314288. Sequencing data used from Bennett et al., 2018 and Cronk et al., 2018 are publicly available at their corresponding citations. The following dataset was generated: KelseyMN GenevieveU FreddySP BilalE LeilaB MicaelaLO CarleighAO WilliamHA SoniaIL XinfengG NiklasB Chet HuanO FazeelaY BrianT PriyankaR ChristophAT WillB AdamPW QingdeW MarikoLB ChaluvadiVS 2025Microglia replacement by ER-Hoxb8 conditionally immortalized macrophages provides insight into Aicardi-Goutières Syndrome neuropathologyNCBI Gene Expression OmnibusGSE31428810.7554/eLife.102900PMC1284490841589671 The following previously published datasets were used: CronkJC FilianoAJ LouveauA MarinI MarchR JiE GoldmanDH SmirnovI GeraciN ActonS OverallCC KipnisJ 2018Peripherally derived macrophages can engraft the brain independent of irradiation and maintain an identity distinct from microgliaNCBI Gene Expression OmnibusGSE8481910.1084/jem.20180247PMC598792829643186 CronkJC FilianoAJ LouveauA MarinI MarchR JiE GoldmanDH SmirnovI GeraciN ActonS OverallCC KipnisJ 2018Peripherally derived macrophages can engraft the brain independent of irradiation and maintain an identity distinct from microglia [GFP]NCBI Gene Expression OmnibusGSE10856910.1084/jem.20180247PMC598792829643186 CronkJC FilianoAJ LouveauA MarinI MarchR JiE GoldmanDH SmirnovI GeraciN ActonS OverallCC KipnisJ 2018Peripherally derived macrophages can engraft the brain independent of irradiation and maintain an identity distinct from microglia [LPS]NCBI Gene Expression OmnibusGSE10857510.1084/jem.20180247PMC598792829643186 BennettML 2018A combination of ontogeny and environment establishes microglial identityNCBI BioProjectPRJNA45341910.1016/j.neuron.2018.05.014PMC602373129861285

# Supplementary material for: Microglia replacement by ER-Hoxb8 conditionally immortalized macrophages provides insight into Aicardi–Goutières syndrome neuropathology
**Source:** eLife. 2026 Jan 27;14:RP102900. doi: 10.7554/eLife.102900
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Throughout the Materials & Methods where applicable |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Materials & Methods: CRISPR Editing |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials & Methods: ER-Hoxb8 Conditionally Immortalized Cell Production |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Materials & Methods: Bone Marrow Isolations |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials & Methods: Mouse Models |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Materials & Methods: Statistical Calculations |  |
| Randomisation | Throughout the Materials & Methods where applicable |  |
| Blinding | Materials & Methods: Statistical Calculations |  |
| Inclusion/exclusion criteria | Throughout the Materials & Methods where applicable |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | All information about the statistics used in each experiment are described in each Figure legend and/or the corresponding Materials & Methods section. Details for the entire manuscript are included in Materials & Methods: Statistical Calculations |  |
| Define whether data describe technical or biological replicates. | All information about the statistics used in each experiment are described in each Figure legend and/or the corresponding Materials & Methods section. Details for the entire manuscript are included in Materials & Methods: Statistical Calculations |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials & Methods: Mouse Models |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Throughout the Materials & Methods where applicable |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | All information about the statistics used in each experiment are described in each Figure legend and/or the corresponding Materials & Methods section. Details for the entire manuscript are included in Materials & Methods: Statistical Calculations |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data Availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data Availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Data Availability |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

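Bulk RNA sequencing of mouse cells was analysed in 92 libraries: BM progenitors, BM monocytes, BMD macrophages and ER-Hoxb8 cells in vitro, BMD and ER-Hoxb8 microglia-like cells and microglia from brain, NTC and Adar1 KO ER-Hoxb8 progenitors and macrophages, and NTC and Adar1 KO macrophages treated with baricitinib. Conditions and replicate numbers were taken from the sample labels. All columns of the deposited table were used (0 were left out).

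According to the paper, the authors extracted RNA with RNeasy kits, made libraries with a low-input kit, trimmed reads with fastp, assigned them to the mouse transcriptome with Kallisto, summed them to genes with tximport with counts from TPM, and normalized them with the TMM method of edgeR. The log2 values were deposited by the authors as TMM-normalized CPM (counts scaled to library size) on the log2 scale with a small offset, and no counts were used here. The authors' table holds 29957 rows, of which 1 has no gene name and was left out; it carries between 0.0023% and 0.0584% of a library. The remaining 29956 named genes were used, with the symbols of the table (for example Emr1 for F4/80 and Adar for Adar1). Coordinates were not used, since the annotation at hand is of another build than the paper's.

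Libraries that share one lowest value were taken as one normalization set, and the authors' values fall into 6 such sets. The BM progenitors, BM monocytes and ER-Hoxb8 cells at days 0 and 4 make up the first, with 12 libraries. The in vitro macrophages, microglia-like cells and microglia make up another of 27. NTC progenitors and macrophages and Adar1 sgRNA 1 cells make up a set of 11, except for NTC macrophage replicate 2, which is alone in a set. The 8 sgRNA 2 libraries and the 33 baricitinib libraries are sets of their own. CPM were recovered from the deposited log2 values with a prior count of 2. At that prior count the lowest values give mean depths of 13.7 to 40.6 M counts per set, against 13.7 to 43.0 M from the steps between values; the gap was largest in the set of 11, with 21.5 and 26.2 M. Depth is given in M counts (mega), estimated for each library from the smallest step between the values of a library. Estimates and floors cover counting error only. Genes at or below 3 counts in every library of a group are given as bounds.

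Comparisons within one set used the deposited values. Comparisons across sets (the 6 in vitro groups, and both Adar1 KO guides) used a common scale: rebuilt CPM were scaled between libraries by an unweighted mean of log ratios, trimmed by a fraction of 0.3 for the ratios and 0.05 for the mean levels, and log2(CPM + 0.1) was taken. The plan was to use log2 values as deposited. The common scale departs from it and was chosen after the separate sets were seen and before any gene was tested; the deposited values were run as an alternative.

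Genes were compared with limma 3.58.1 in R 4.3.3 (a mean for each condition, eBayes with trend), with Benjamini-Hochberg adjustment over all genes tested. Genes were tested when CPM was above 1 in at least 3 libraries of the fit, or 6 for the cells from brain. DEGs had an adjusted p below 0.05 and a log2FC of at least 2 in either direction. In vitro macrophages were fitted as 2 groups, cells from brain together with in vitro macrophages as 5, each Adar1 guide with NTC as 4 and the baricitinib libraries as 10. Gene lists were tested with fry of limma, two-sided, and with exact two-sided permutation tests on the mean of the list in each library; p-values of the 24 list comparisons were adjusted together. Dose trends used 100000 permutations. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Replicate numbers were checked as pairs: after removal of the group means, libraries with the same number correlated above 0.1 in every pair only for sgRNA 1 progenitors (r of 0.16, 0.21 and 0.35), where a block for the replicate number gave 28 DEGs in place of 29.

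Genes named in the text are those that the paper names in its text or in the figures and tables used here, for each comparison the 5 with the largest positive and the 5 with the largest negative log2FC among DEGs whose groups do not overlap, and those of marker lists fixed at the same time: neurons, oligodendrocytes, astrocytes, endothelium, border macrophages, neutrophils, sex, dissociation, proliferation, the Hoxb8 transgene, and interferons with their receptors. The 20 interferon-stimulated genes are those of Figure 4F and the 13 macrophage identity genes those of Figure 4G. This rule and these lists were written before the data were examined. Of the sex list, the 4 Y-linked genes were used. The interferon and receptor list held only Ifnb1, Ifnar1 and Ifnar2. Values of some single genes that this rule covers are not reported here.

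The model was tested on simulated normal values with the mean and the residual SD of each gene, where 200 genes were shifted by 3 or 4 (log2) in one group of a comparison; smaller shifts were not simulated. It recovered 75.5% of them in the design of the in vitro macrophages, with 4 false calls, 80.5% with 6 for the microglia-like cells, 97.0% with 2 for sgRNA 1 progenitors, 100% with 0 for sgRNA 2 progenitors and 96.5% with 4 for baricitinib at 0 µM.

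The alternatives were a pseudocount of 1, no filter on low values, a filter at a mean CPM above 5, quantile normalization, a block for the replicate number, eBayes without trend or robust, a weight for each library, a fold change limit of 1, other groups in the fit, list medians, library series, the 7 microglia libraries of Figure 3E, distances from rank correlations, and each library left out in turn. Overlaps that share controls were set against 50 simulations of unchanged groups. For the guides, as many genes as were called were taken by rank in each simulation, a rule chosen after the data were seen. Label splits were counted over at most 100 splits. Gene Ontology terms, flow cytometry, imaging, bead arrays, engraftment and the yolk sac data were not analysed here.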

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

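All tests in this part were chosen after the result they concern was seen, with some exceptions. The exceptions are quantile normalization for the interferon genes of MLCs and for the proliferation genes, and the count over other splits of the libraries. The common scale for the proliferation genes in the baricitinib experiment was chosen after the data were seen. Among 125 groups of 4 to 10 libraries checked for a library far from the others, 9 had one, where chance alone would give 6.2.

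The 20 ISGs differed between ER-Hoxb8 and BMD cells in the brain by more than in vitro: the difference of the differences averaged 3.64 on the log2 scale (fry p = 2.5e-07, an interaction without an exact test), with 0.28 in vitro (fry of limma p = 0.36) and 3.92 in microglia-like cells (MLCs). That value argues against a difference already present in the ER-Hoxb8 cells sequenced in vitro. Those cells are labelled as from a Cas9 mouse, and the MLC libraries are named GFPHox and WTHox. A difference between lines that was there before transplantation is therefore not excluded. Each ER-Hoxb8 library series taken alone kept the difference, at 4.02 with GFPHox and 3.82 with WTHox libraries, and after quantile normalization it was 4.08, which argues against one series and against the authors' normalization as the whole cause. Of the ER-Hoxb8 MLC libraries, 3 lie within the depth range of BMD MLCs (17.3 to 27.2 M counts), and their lowest ISG mean was 6.57 against a BMD maximum of 3.84, which argues against depth. These 3 are the WTHox libraries, so this check and that of the WTHox series rest on the same libraries. RNA from neutrophils was lower in ER-Hoxb8 MLCs: the list differed by -2.81 (exact permutation p = 0.069), with 6.44 ± 3.02 (SD, n = 6) against 9.25 ± 1.70 (n = 6), and its abundant gene S100a8 was at 9.42 ± 3.12 against 12.12 ± 1.22 (2.74 ± 1.68, n = 3, in ER-Hoxb8 macrophages in vitro). Dissociation stress stays open: that list was higher by 1.20 in ER-Hoxb8 MLCs (exact permutation p = 0.074), at 3.68 ± 1.02 against 2.48 ± 1.09, and with 6 libraries a group and this spread its part in the difference cannot be told apart. The mean of Ifnb1 and the receptor genes Ifnar1 and Ifnar2 did not differ beyond the spread, at 3.92 ± 0.65 and 4.07 ± 0.43. Other interferon genes were not in this list, so it does not settle whether interferon expression differed. A response of ER-Hoxb8 cells to the brain, or to the engraftment procedure, is a candidate explanation that was not tested.

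The proliferation genes Mki67, Top2a, Ccnb1, Cdk1 and Birc5 went in opposite directions in the 2 experiments that compare Adar1 KO with NTC macrophages. Their mean log2FC was 2.32 with sgRNA 1 in the first experiment (2.75 with sgRNA 2) and -1.69 in the untreated libraries of the baricitinib experiment, and the difference between the experiments was not tested. Under quantile normalization and on the common scale the value nearest 0 in the baricitinib experiment was -1.65, which argues against the scaling between libraries. Of 12 fits that each left out 1 library, 0 changed a sign, with 2.23 to 2.37 in the first experiment and -1.84 to -1.52 in the other, which argues against one library. The NTC cells themselves differed by 3.62 between the experiments (2.96 ± 0.15 and 6.58 ± 0.29, SD, n = 3 each, set across separate normalizations), so the experiment or its batch cannot be told apart from a change in how the KO acts. At 10 µM the list rose to 8.80 ± 0.20 (n = 4) in KO and 7.94 ± 0.35 (n = 3) in NTC. KO over NTC was 0.86 at that dose (fry p = 0.023), and the change from 0 µM was 2.55 (fry p = 7.4e-05, an interaction without an exact test). Within that experiment the KO effect on this list therefore differed between 0 and 10 µM. Whether other culture conditions account for the opposite directions in the 2 experiments remains open and was not tested.

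Genes of brain cells appeared in NTC and sgRNA 1 progenitor libraries, which come from culture. The lowest of these 6 libraries had a neuron list mean of 0.03 on the common scale (0.03 to 1.63), where the 13 other libraries lay between -3.32 and -2.63; NTC macrophage replicate 2, the library normalized alone, was at -0.20. For oligodendrocytes the ranges were 1.94 to 3.04 and -0.96 to -0.38, and for astrocytes 0.61 to 2.09 and -1.20 to 0.44. NTC macrophage replicate 2 was at 1.92 for oligodendrocytes, just below the lowest of the 6, and at 0.34 for astrocytes. It thus carries neuron and oligodendrocyte genes as well. Expression by ER-Hoxb8 progenitors is argued against by the sgRNA 2 progenitors, whose highest neuron mean lies 2.97 below the lowest of the 6. RNA from brain in these libraries may account for the pattern: all 3 brain cell lists had their lowest progenitor library above every other library. Among abundant genes, Slc1a2 was 1.55 ± 0.97 and Snap25 2.39 ± 0.67 (SD, n = 3) in NTC progenitors and -2.77 ± 0.28 and -3.32 ± 0.00 in sgRNA 2 progenitors. Of the 4 oligodendrocyte and 5 astrocyte genes, Mbp (3.66 ± 0.14 in sgRNA 2 progenitors) and Aldoc (4.01 ± 0.04) are also expressed by the cells themselves. The hemoglobin gene Hbb-bs was high in the same libraries (8.16 ± 0.36 in NTC, 8.39 ± 0.15 in sgRNA 1 and -1.32 ± 0.59 in sgRNA 2 progenitors). How such RNA came into the libraries was not tested, and no biological explanation was tested.

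Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) appeared in ER-Hoxb8 MLCs, with the lowest library at 1.18 (mean 2.26 ± 1.24, SD, n = 6), where ER-Hoxb8 macrophages in vitro were at -0.74 ± 0.40 (n = 3). RNA from host cells could bring them. The list did not follow the neutrophil list across the 6 libraries (Spearman rho = 0.26, exact permutation p = 0.66, and Pearson r = 0.52, exact permutation p = 0.28, or -0.02 without the 2 farthest libraries), a test with too few libraries to decide, so host RNA cannot be told apart from donor cells of the other sex. The same genes were at 5.13 ± 2.15 in BMD MLCs and -1.19 ± 0.59 in BMD macrophages in vitro.

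Adar changed in opposite directions in Adar1 KO against NTC with 0 and 10 µM baricitinib: the interaction was -3.21. KO over NTC was 1.85 at 0 µM (adjusted p = 0.0051) and -1.36 at 10 µM (adjusted p = 0.0146, and 0.0043 to 0.053 over the alternatives), with all 4 KO libraries below all 3 NTC libraries at 10 µM. In the fits that left out 1 library it ran from -1.61 to -1.16, and it was past 0.05 neither without KO replicate 1 (-1.16, adjusted p = 0.053) nor without NTC replicate 1 (-1.27, adjusted p = 0.052). For Adar Adar1 KO vs NTC 10 uM these are the 2 fits of 7 that changed the call. A candidate explanation for the rise at 0 µM is that the interferon response raises the transcript, since the difference was -1.36 under the inhibitor. Adar also fell in NTC from 0 to 10 µM (log2FC -1.40, adjusted p = 0.0502). What lowers it below NTC in KO was not tested.

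With sgRNA 1 the ISGs responded to Adar1 KO in macrophages (mean log2FC 4.52, 20 of 20 DEGs) and not as a list in progenitors (mean -0.17, 0 of 20 DEGs, 1 with an adjusted p below 0.05), with an interaction of 4.69 on average. With sgRNA 2, 3 of 20 were DEGs in progenitors and single genes ran from -3.15 to 2.85 there, a comparison across normalization sets. This is a difference between cell stages that the paper describes. Between splits of the 12 libraries into groups of the same sizes, 2 of 100 gave as many genes as the real one (518), the other with 519; that split keeps or swaps the macrophage labels. The differentiation stage is the biological explanation that the design names, and it was not tested against others. With the 11 libraries of one set as deposited, chosen after the data were seen, the ISG list sgRNA 1 interaction was 4.74, which argues against the separate normalization of NTC macrophage replicate 2.

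The ISG difference between KO and NTC was lower by 4.15 with 10 µM than with 0 µM baricitinib (interaction -4.15). The dose is the biological explanation that the design names. After quantile normalization it was -4.07, which argues against the authors' normalization, and in 13 fits that each left out 1 library the value nearest 0 was -4.08, which argues against one library. Other technical explanations were not tested.

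Microglia replicate 8 lay far from the other microglia in 5 measures. Its distance to the mean of the other microglia was 305.9 (others 76.7 to 130.8). Its lists were 3.05 for neurons (others -1.84 to 0.13), 4.43 for oligodendrocytes (others 0.93 to 2.45), 4.24 for astrocytes (others 0.83 to 1.88) and 0.80 for ISGs (others 1.64 to 2.20). RNA from other brain cells may account for it, since all 3 brain cell lists were highest in this library. Among the 9 microglia libraries Slc1a2 reached 8.03. Of the 5 astrocyte genes, Slc1a3 was abundant in the microglia libraries as a group (8.07 ± 0.38). The paper's Figure 3E does not include this library. No biological explanation was tested.

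BMD MLC replicate 3 stood apart in distance to microglia, at 213.9 (others 172.2 to 184.8), and in Y-linked genes, at 0.80 (others 5.47 to 6.52). No technical or biological explanation was tested for either value. KO replicate 2 at 10 µM had an interferon and receptor mean of 3.45 (others 3.66), and NTC replicate 4 at 0.16 µM an oligodendrocyte mean of 0.02 (others -0.10 to -0.08). These are small gaps within very tight groups and no explanation was tested for them.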

How the results depend on the processing

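Across 96 results and 27 settings other than leaving out a library, 750 of 834 values kept their direction and their side of the threshold, or moved by less than the spread or the factor of 1.5 used for counts. The cause was not tested for any change below unless it is given. All settings were planned except the common scale for results within one set (73 of 73 results the same), the deposited values for the Adar1 fits (23 of 23) and 11 libraries of one set as deposited (9 of 9), which were chosen after the data were seen. Also unchanged were all results under eBayes without trend (16), eBayes with trend and robust (16), a fit of the 3 in vivo groups (21), a fit of both guides together (15), the top 200 among all called genes (2) and the log10 dose (2).

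With a pseudocount of 1, which shrinks fold changes of weakly expressed genes, DEG counts fell to 435 between MLC types, 821 and 1234 for BMD and ER-Hoxb8 MLCs against microglia, 13 (sgRNA 1 progenitors), 298 (sgRNA 1 macrophages), 336 (interaction), 157 and 513 (sgRNA 2 progenitors and macrophages), and 238, 321, 335, 112 and 142 for baricitinib in order of dose; the ER-Hoxb8 distance ratio to microglia was 0.863 (exact permutation p = 0.024), r between guides 0.626 and shared DEGs 198. With a mean CPM above 5, where fewer genes are tested, counts were 49 (in vitro macrophages), 504 (MLC types), 836 and 1347 (against microglia), 15 and 321 (sgRNA 1 progenitors and macrophages), 182 and 559 (sgRNA 2), and 263, 352, 348, 115 and 218 (by dose); the ER-Hoxb8 distance ratio was 0.847 (exact permutation p = 0.048), r between guides 0.654, and R2 was 0.761 (in vitro), 0.619 and 0.458 (BMD and ER-Hoxb8 MLCs with microglia) and 0.719 (MLC types). With CPM above 1 in the R2, these were 0.808, 0.726, 0.629 and 0.815. With a fold change limit of 1, a looser rule, counts were 1540 (MLC types), 2081 and 3519 (against microglia), 84, 1418 and 1226 (sgRNA 1 progenitors, macrophages and interaction), 1387 and 2846 (sgRNA 2), and 1259, 1448, 1417, 619 and 1890 (by dose). Without a filter the sgRNA 2 progenitors had 549 DEGs (187 higher, 362 lower), and Adar there was 0.46 (adjusted p = 0.08).

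Quantile normalization gave 0.899 for the ER-Hoxb8 distance ratio (exact permutation p = 0.024) and 0.33 for Adar in sgRNA 2 progenitors (adjusted p = 0.12). It also moved the share of genes higher in the first group by more than 10 percentage points in 2 comparisons: for BMD vs ER-Hoxb8 MLC DEGs from 265 higher and 556 lower to 439 and 386, and for Adar1 KO sgRNA 2 macrophage DEGs from 633 and 291 to 532 and 378. With the replicate number as a block, which spends samples on a pairing that the libraries do not show (r from -0.39 to -0.19 in vitro), the in vitro macrophages had 0 DEGs, Adar in sgRNA 2 progenitors was 0.46 (adjusted p = 0.11) and Rnaseh2a in BMD MLCs reversed to -0.01. Array weights gave 672 DEGs in vitro, the fit of 6 groups 351, and the fit of the MLC groups alone 497. The fit of 2 groups gave -0.08 for the identity genes with sgRNA 1 (fry p = 0.016, exact test unchanged), 0.45 for Adar in sgRNA 2 progenitors (adjusted p = 0.17), 58 DEGs at 0.4 µM and an ISG difference there of 3.50 (fry p = 0.15, exact permutation p = 0.057). The list median reversed the ISG mean of sgRNA 2 progenitors to -0.11 and the interaction at 0.00064 µM to 0.01, both near 0. Rank-based distances gave 0.789 for the ER-Hoxb8 ratio to microglia (exact permutation p = 0.024), 0.313 and 0.489 at day 4 and 0.228 and 0.335 at day 7 against BM progenitors and monocytes. A 4-group fit per guide gave r = 0.638. Without 10 µM the KO dose trend was -0.02. With only the WTHox libraries Tmem119 reversed to -0.16 and Fcrls to -0.69, and with only the GFPHox libraries Rnaseh2c reversed to -0.19. Single genes apart from Adar between KO and NTC changed in 17 values, those just given and the fits with a library left out included: 6 weaker, 6 stronger and 5 reversed. Adar between KO and NTC was weaker in 8 values for sgRNA 2 progenitors and in 2 at 10 µM, again with the fits that left out a library.

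Leaving out 1 library at a time gave the following ranges. DEG counts ran from 5 (without BMD replicate 1) to 101 (without ER-Hoxb8 replicate 3) for in vitro macrophages, from 665 to 876 between MLC types, 1239 to 1324 and 1904 to 2196 against microglia, 20 to 33, 435 to 517 and 449 to 534 (sgRNA 1 progenitors, macrophages, interaction), 289 to 382 and 818 to 968 (sgRNA 2), and 393 to 470, 519 to 583, 538 to 600, 110 (without KO replicate 2 at 0.4 µM) to 329 (without KO replicate 1) and 296 to 406 (by dose). The macrophage list in vitro ran from -0.85 to -0.00, the signature list from 5.29 to 6.57 (BMD) and 4.55 to 5.86 (ER-Hoxb8), the 34 genes from 3.78 to 4.04 and the ISGs between MLC types from 3.74 to 4.06. ISGs ran from -0.22 to -0.11, 4.31 to 4.79 and 4.49 to 4.96 with sgRNA 1 (progenitors, macrophages, interaction), 0.10 to 0.19 and 4.04 to 4.19 with sgRNA 2, and 4.20 to 4.34, 4.08 to 4.34, 5.28 to 5.42, 1.04 to 5.18 and 0.08 to 0.17 by dose. Their interactions ran from -0.18 to 0.08 (reversed in 4 of 12 fits), 0.99 to 1.16, -3.22 (without KO replicate 2, past 0.05) to 0.93 (without KO replicate 1) at 0.4 µM (reversed in 2 of 13), and -4.23 to -4.08. Identity genes ran from -0.08 to 0.00 with sgRNA 1 (reversed without NTC macrophage replicate 1), 0.05 to 0.13 and -0.19 to -0.16 at 0 and 10 µM, and -0.40 to -0.32 and -0.11 to -0.08 from 0 to 10 µM in KO and NTC. Adar ran from 0.03 to 0.49 and 1.18 to 1.37 (sgRNA 1), 0.16 to 0.61 (no longer past 0.05 in 4 of 6 fits of progenitors, lowest without NTC replicate 2) and 1.09 to 1.27 (sgRNA 2), 1.53 to 2.05 and -1.61 to -1.16 (0 and 10 µM). Sall1 ran from -9.00 to -8.59 and -8.04 to -7.43, distance ratios to microglia from 0.676 to 0.727 (BMD) and 0.848 to 0.910 (ER-Hoxb8), shared genes from 54 to 64 and 67 to 120. R2 ran from 0.926 to 0.939, 0.912 to 0.919, 0.860 to 0.874 and 0.923 to 0.931. In vitro distance ratios ran from 0.656 to 0.893 and 0.773 to 0.938 at day 0, 0.541 to 0.608 and 0.652 to 0.734 at day 4, and 0.501 to 0.536 and 0.575 to 0.631 at day 7. Dose trends ran from -0.69 to -0.50 (KO, no longer past 0.05 in 6 of 16 fits) and -0.96 to -0.93 (NTC), r between guides from 0.570 to 0.615 and shared DEGs from 327 to 376. Of the single genes, Fcrls in ER-Hoxb8 cells ran from -0.56 (without in vitro replicate 3, reversed) to 3.54 (without in vitro replicate 2).

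A pseudocount of 0.01 was not run because the deposited values carry an offset, and DESeq2 was not run because the values are not counts. Depth limits genes near the lowest value, whose folds are given as bounds.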

Differences from the paper's values

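The paper's count of DEGs between BMD and ER-Hoxb8 macrophages is 85 and the count here was 158. The paper's 74 genes higher in BMD macrophages compare with 128 here, and the paper's 11 higher in ER-Hoxb8 macrophages with 30. Of the alternatives set before the data were examined, no filter on low values gave 121 and 102, within 1.5 times the paper's 85 and 74, but 19 against its 11. A filter at a mean CPM above 5 gave 12 against 11, but 49 and 37 against the other values. The other alternatives did not close the gap: a pseudocount of 1 gave 148, quantile normalization 150, a replicate block 0, no trend 200, a robust fit 143, array weights 672 and a fit of 6 groups 351 DEGs, and a fold change limit of 1 did not close it either. For BMD vs ER-Hoxb8 macrophages DEGs, leaving out ER-Hoxb8 replicate 1, 2 or 3 gave 67, 84 and 101, within 1.5 times the paper's value, of which 62, 79 and 86 were higher in BMD macrophages and 5, 5 and 15 in ER-Hoxb8 macrophages; leaving out BMD replicate 1, 2 or 3 gave 5, 6 and 13.

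For the 20 ISGs the paper's mean log2FC in sgRNA 2 progenitors is 0.22, and it was 0.16 here; quantile normalization gave 0.22, and the other alternatives set before the data were examined did not close the gap. In sgRNA 2 macrophages the paper's mean is 4.42 and it was 4.07 here, and none of these alternatives closed the gap. Without baricitinib the paper's mean is 4.34 and it was 4.26 here; none of these alternatives closed the gap, apart from leaving out NTC replicate 1 at 0 µM, which gave 4.34.

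The paper's log2 CPM of Ptprc in Figure 1D are 8.92 in BMD and 9.37 in ER-Hoxb8 macrophages, against 9.02 and 9.46 here. In Figure 4G the paper's values of Aif1 are 9.98 (NTC, 0 µM), 9.02 (KO, 0 µM), 9.18 (NTC, 10 µM) and 8.26 (KO, 10 µM), against 2.79, 3.82, 4.44 and 5.61 here; these 4 values of the paper equal the means of Itgam here (9.98, 9.02, 9.18 and 8.26). For KO at 0 µM the paper's values are 10.05 for Csf1r, 10.47 for Trem2, 9.14 for Emr1, 11.65 for Cd14, 3.48 for Mertk, 9.59 for Msr1 and 6.96 for Tlr4, against 10.62, 10.75, 10.11, 11.00, 4.55, 9.20 and 7.60 here. For KO at 10 µM the paper's values are 9.80 for Csf1r, 9.44 for Cx3cr1, 10.32 for Trem2, 8.96 for Emr1, 11.79 for Cd14, 3.50 for Mertk, 9.50 for Msr1, 6.89 for Tlr4, 8.90 for Itgam and 10.17 for Ptprc, against 8.69, 8.67, 9.96, 8.17, 11.65, 3.79, 9.76, 6.41, 8.26 and 10.35 here. No alternative was set for the level of a single gene. In both NTC groups 12 of 13 genes lay within 0.01 of the paper's values.

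The paper describes ER-Hoxb8 cells at each time point as nearer to BMD macrophages than to BM progenitors or monocytes, and day-0 replicate 3 was at 232.3 from BMD macrophages and 226.4 from BM progenitors. It lists Tmem119 and Fcrls among the genes that ER-Hoxb8 MLCs raise; here they rose by 1.60 (adjusted p = 0.268) and 1.64 (adjusted p = 0.364), and with only the GFPHox libraries both were DEGs, at 3.36 (adjusted p = 0.022) and 3.97 (adjusted p = 0.033), where adjusted p over the alternatives ran from 0.022 to 0.93 and from 0.033 to 0.79. With only the WTHox libraries they were -0.16 and -0.69, and Fcrls was -0.56 without in vitro replicate 3. It compares them with BMD cells, where Fcrls rose by 2.72 (adjusted p = 0.133). For TMEM119 the paper also has protein by flow cytometry, lacking on ER-Hoxb8 cells in vitro and high after engraftment, which transcript levels do not measure. It describes both MLC types as nearer to microglia than macrophages in vitro are, and ER-Hoxb8 MLC replicate 5 was at 281.6 from the microglia mean, where ER-Hoxb8 macrophages in vitro were at 269.7 to 276.1. It describes the AGS genes as expressed at similar levels in ER-Hoxb8 cells and microglia, and Ifih1 was higher by 3.01 and Samhd1 by 3.27 in ER-Hoxb8 MLCs. It describes a dose-dependent fall of ISGs; over all doses the rank correlation with dose was -0.58 in KO (permutation p = 0.019) and -0.94 in NTC libraries (permutation p = 1e-05), and over KO libraries up to 0.4 µM it was -0.02 (permutation p = 0.97). That value includes KO replicate 2 at 0.4 µM, with an ISG mean of 10.08, where the other 2 libraries of that dose were at 1.78 and 3.29 and those of lower doses at 7.26 to 7.73. Of the paper's DEGs between MLC types, 539 of 648 tested were DEGs here, of those in sgRNA 1 progenitors 28 of 32, and of those in sgRNA 1 macrophages 461 of 530.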

Other observations

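Tests in this part were chosen after the result they concern was seen, with some exceptions. These are quantile normalization of the sgRNA 2 progenitor DEGs and the share of those DEGs also found in macrophages. The share of DEGs at 10 µM also found without baricitinib and the counts over other splits of the libraries are exceptions too.

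Other splits of the same libraries into groups of the same sizes were counted for each comparison. In vitro, 1 of 10 splits of the 6 macrophage libraries gave as many DEGs as the real one (158), itself, and the largest other had 13. For the MLC types (821 DEGs) 1 of 100 splits did (the largest other had 231), and for BMD and ER-Hoxb8 MLCs against microglia (1338 and 2040) 1 of 100 each (520 and 1254). For sgRNA 1 it was 1 of 10 in progenitors (29 DEGs, largest other 1) and 1 of 10 in macrophages (483, largest other 3), and for sgRNA 2 1 of 10 in progenitors (358, largest other 1) and 1 of 56 in macrophages (924, largest other 3). For baricitinib it was 1 of 10 at 0 µM (432, largest other 0) and 1 of 35 at 10 µM (350, largest other 198). Where 10 splits exist the share cannot go below 0.1. Within ER-Hoxb8 MLCs, the GFPHox and WTHox libraries differed by 486 DEGs, and 1 of 10 splits gave as many (largest other 281).

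Replicate 2 of Adar1 KO macrophages at 0.4 µM baricitinib had an ISG mean of 10.08 where the other libraries of its group had 1.78 and 3.29, Ifnb1 at 6.02 where no other KO library was above 0.72, and Adar at 7.38. A swap with a KO library of a lower dose is argued against: 19 of the 20 ISGs were above all 9 libraries with 0 to 0.16 µM. Its depth of 11.3 M counts lay within that of the other KO libraries (8.2 to 33.8), which argues against depth. A swap with an NTC library is argued against as well: 20 of the 20 ISGs were above all 17 NTC libraries of the experiment, whose highest ISG mean was 3.45. Of 25 sgRNA 1 progenitor DEGs, 18 were nearer the KO than the NTC mean at 0 µM, a share that decides nothing alone, and Ncam2 among them was at -1.04 ± 0.23 (SD) in the 3 libraries of its group and 6.33 ± 0.07 (n = 4) in NTC at this dose. What raised the ISGs in this library was not tested. No biological explanation was tested.

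Progenitors with sgRNA 2 had 358 DEGs and those with sgRNA 1 had 29, and the difference between the guides was not tested. After quantile normalization there were 342 with sgRNA 2, which argues against the scaling between libraries. The normalization set or sequencing batch cannot be told apart from the guide, because all sgRNA 2 libraries are in one set and NTC in others; of the 358 genes, 88 (24.6%) were called in the same direction in macrophages of the same set. The largest falls were in Hbb-bs (log2FC -9.50, adjusted p = 0.0017) and Hba-a1 (log2FC -9.10, adjusted p = 0.00134), lower in 3 of 3 libraries. Hbb-bs was also high in sgRNA 1 progenitors (8.39 ± 0.15, n = 3), and the NTC and sgRNA 1 progenitor libraries carry brain cell genes, so RNA from other cells in the NTC libraries may add to the 358 DEGs; its lowest neuron mean there lies 2.97 above sgRNA 2 progenitors, and how many DEGs it brings was not tested. The transgene Hoxb8 was 2.68 ± 0.50 log2 CPM (SD, n = 3) in sgRNA 2 and 0.37 ± 0.81 (n = 3) in NTC progenitors (log2FC 2.31, adjusted p = 0.00194), and 1.29 ± 0.24 in sgRNA 1 progenitors (log2FC 0.93, adjusted p = 0.961). An effect of the guide on other genes, or a difference between the lines, was not tested.

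Of the 29 sgRNA 1 progenitor DEGs, 17 (58.6%) had the same direction and an adjusted p below 0.05 in macrophages of both experiments, so a difference between the lines carried through differentiation may account for them. An effect of Adar1 loss stays open, and the count with sgRNA 2 cannot decide it. In progenitors with sgRNA 2, 11 of 29 (37.9%) had the same direction and an adjusted p below 0.05. But 4257 of all 11181 genes tested had an adjusted p below 0.05 there. Both guides are also set against the same NTC libraries, and the sgRNA 2 libraries are normalized separately. Ncam2 was among the largest falls in untreated macrophages (log2FC -7.51, adjusted p = 7.97e-14) and at 10 µM (log2FC -7.44, adjusted p = 1.38e-14).

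At 10 µM baricitinib, KO and NTC macrophages differed by 350 DEGs (83 higher, 267 lower). Of these DEGs, 69 of 350 (19.7%) were called in the same direction at 0 µM. That count misses smaller differences, since 2816 genes had an adjusted p below 0.05 at 0 µM and 432 were called. It therefore cannot tell how far differences present without baricitinib account for the 350 DEGs. A residual interferon response is argued against by 0 of the 20 ISGs among the 350 DEGs. From 0 to 10 µM, KO macrophages changed by 1635 DEGs and NTC macrophages by 93, and the interaction was past the thresholds for 793 genes. A different response of KO cells to the inhibitor is a hypothesis that these counts (69 of 350) leave open.

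Day-0 ER-Hoxb8 libraries differed from each other, at 204.8, 136.6 and 232.3 from the mean of BMD macrophages. Replicate 2 correlated most with day-4 replicate 2 (Spearman 0.992 across genes, against at most 0.901 with its own group). Replicate 1 of day 0 and of day 7 was also nearest to day-4 replicate 1 (0.91 and 0.987), and day-7 replicate 2 to day-4 replicate 2 (0.981). Each replicate 3 was nearest to a library of another number. The paper made 3 independent lines, and the labels do not say whether replicate numbers follow them. A mislabelled sample, early differentiation of that culture and a shared line cannot be told apart with 1 such library.

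Other marker lists gave the following levels in log2 CPM. Endothelial genes were 0.56 ± 0.65 (SD, n = 6) in BMD MLCs, 2.29 ± 0.52 (n = 6) in ER-Hoxb8 MLCs and 0.63 ± 0.42 (n = 9) in microglia. Border macrophage genes were 6.46 ± 0.38, 2.49 ± 2.12 and 1.56 ± 2.07, and neutrophil genes in microglia 6.19 ± 1.27. These were not tested.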
